# RUNX1B Expression Is Highly Heterogeneous and Distinguishes Megakaryocytic and Erythroid Lineage Fate in Adult Mouse Hematopoiesis

**DOI:** 10.1371/journal.pgen.1005814

**Published:** 2016-01-25

**Authors:** Julia E. Draper, Patrycja Sroczynska, Olga Tsoulaki, Hui Sun Leong, Muhammad Z. H. Fadlullah, Crispin Miller, Valerie Kouskoff, Georges Lacaud

## Abstract

The Core Binding Factor (CBF) protein RUNX1 is a master regulator of definitive hematopoiesis, crucial for hematopoietic stem cell (HSC) emergence during ontogeny. RUNX1 also plays vital roles in adult mice, in regulating the correct specification of numerous blood lineages. Akin to the other mammalian *Runx* genes, *Runx1* has two promoters *P1* (distal) and *P2* (proximal) which generate distinct protein isoforms. The activities and specific relevance of these two promoters in adult hematopoiesis remain to be fully elucidated. Utilizing a dual reporter mouse model we demonstrate that the distal *P1* promoter is broadly active in adult hematopoietic stem and progenitor cell (HSPC) populations. By contrast the activity of the proximal *P2* promoter is more restricted and its upregulation, in both the immature Lineage^-^ Sca1^high^ cKit^high^ (LSK) and bipotential Pre-Megakaryocytic/Erythroid Progenitor (PreMegE) populations, coincides with a loss of erythroid (Ery) specification. Accordingly the PreMegE population can be prospectively separated into “pro-erythroid” and “pro-megakaryocyte” populations based on *Runx1 P2* activity. Comparative gene expression analyses between *Runx1 P2*^*+*^ and *P2*^*-*^ populations indicated that levels of CD34 expression could substitute for *P2* activity to distinguish these two cell populations in wild type (WT) bone marrow (BM). Prospective isolation of these two populations will enable the further investigation of molecular mechanisms involved in megakaryocytic/erythroid (Mk/Ery) cell fate decisions. Having characterized the extensive activity of *P1*, we utilized a *P1-GFP* homozygous mouse model to analyze the impact of the complete absence of *Runx1 P1* expression in adult mice and observed strong defects in the T cell lineage. Finally, we investigated how the leukemic fusion protein *AML1-ETO9a* might influence *Runx1* promoter usage. Short-term AML1-ETO9a induction in BM resulted in preferential *P2* upregulation, suggesting its expression may be important to establish a pre-leukemic environment.

## Author Summary

The transcription factor RUNX1 is considered a master regulator of adult and embryonic blood cell production. Mutations in *RUNX1* cause defects in different blood lineages in human patients and mouse models, including leukemia and blood clotting defects due to a shortage of platelet-producing megakaryocytes. Together with the other *RUNX* genes present in mammals, *RUNX1* is expressed from two promoters, which produce several distinct RNA transcripts and protein isoforms. To investigate the timing and localization of the expression of these two promoters (termed distal and proximal), we created a mouse model with reporter genes expressed under the control of the *Runx1* promoters. We previously described the activities of the *Runx1* promoters at the initiation of blood production in the developing embryo. We now investigate the output from the two promoters in adult organs, including bone marrow, spleen and thymus. We show here that the distal *Runx1* promoter is highly expressed but the proximal promoter is more restricted and in particular marks the point in adult blood production where the red blood cell and megakaryocyte pathways separate. The different proteins produced by these two *Runx1* promoters may therefore have different roles in driving the production of these two distinct cell types.

## Introduction

Adult hematopoiesis is orchestrated by a series of lineage fate decisions that control the specification of mature erythroid, myeloid and lymphoid blood cells from pluripotent HSCs. RUNX transcription factors play key roles at different stages, activating or repressing transcriptional targets through DNA binding in association with other lineage-specific and ubiquitous transcription factors and cofactors [1,2]. RUNX1 (also known as Acute Myeloid Leukemia 1 or AML1) is a master regulator of definitive hematopoiesis, broadly expressed in HSCs, progenitors and mature populations, with the exception of terminally differentiated erythrocytes [3–5]. RUNX1 activity is vital for the embryonic establishment of normal adult hematopoiesis through the regulation of HSPC emergence in a process termed endothelial-to-hematopoietic transition (EHT) [6–12]. Conditional deletion of *Runx1* in adult mice, meanwhile, results in hematological imbalances such as decrease of peripheral blood lymphocytes, expansion of monocytes and granulocytes and impaired T cell maturation [13–15]. RUNX1 is also critical in megakaryocytic maturation and platelet production [16,17]. The requirement for RUNX1 in adult HSC maintenance is more controversial, with assertions of impaired long-term repopulating ability in *Runx1*-null HSCs due to increased stem cell exhaustion being increasingly challenged [6,18,19].

The importance of normal CBF function extends to malignant hematopoiesis, with *RUNX1* or *CBFB* mutations found in over 20% of acute myeloid and lymphoid leukemia cases [20]. Although impaired RUNX1 activity is frequently important for establishing a pre-leukemic stage, WT RUNX1 protein is nonetheless necessary for maintaining AML1-ETO Acute Myeloid Leukemia (AML) [21,22]. Consequently, the investigation of RUNX1’s expression and function in hematopoiesis is of considerable interest to developmental biologists and clinical researchers alike.

All vertebrate *Runx* genes contain two alternative promoters, a *distal P1* promoter and a *proximal P2* promoter thought to represent the initial “primitive” promoter [23–25]. The major protein isoforms produced from the *P1* and *P2* promoters, RUNX1C and RUNX1B respectively, differ in their N-terminal amino acid sequences; RUNX1C is 14 amino acids longer and begins with the MASDS sequence whereas RUNX1B begins with MRIPV, a feature conserved in mice and humans [26,27]. *P2* is the more active promoter at the onset of definitive hematopoiesis in the E7.5 embryo [28,29]. *P1* activity is subsequently upregulated, enriched in definitive hematopoietic culture colony-forming unit (CFU-C) populations from E8.5 onwards [29]. Analyses on whole cell populations revealed a remarkable switch to *P1*-dominant *Runx1* expression at the fetal liver stage that is maintained in adult BM populations [28,29]. At this stage *P2* activity is only detected in some specific adult hematopoietic subsets. However, the exact cell populations defined by the activities of *P1* and *P2* remain largely unknown.

To define the activities of the *Runx1* promoters in adult HSPCs we utilized a previously described *distal-*Green Fluorescent Protein *(GFP)*, *proximal-*truncated human *CD4 (hCD4)* (*P1-GFP*::*P2-hCD4*) dual reporter knock-in mouse line [29]. We observed that all *Runx1*‐positive adult BM populations expressed *P1‐GFP*, whereas *P2‐hCD4* expression was highly restricted. Phenotypic HSCs expressed solely *P1‐GFP*, with upregulation of *P2‐hCD4* in CD48‐positive multipotent progenitors (MPPs) coinciding with a significant downregulation of erythroid output. We also found that the PreMegE population could be prospectively separated into *P2‐hCD4*^‐^ “pro‐erythroid” and *P2‐hCD4*^+^ “pro‐megakaryocyte” populations. Global gene expression analyses identified various candidate cell surface markers which were differentially expressed between the two PreMegE subpopulations. Among them, differential expression of the hematopoietic cell antigen CD34 enabled the prospective isolation of CD34^-^ “pro‐erythroid” and CD34^+^ “pro‐megakaryocyte” PreMegEs from WT BM.

To further investigate the potential functional significance of the dominance of RUNX1C in adult hematopoiesis, we investigated the impact of its absence in adult mice and found it to recapitulate certain phenotypes observed in complete *Runx1* knockout mouse models. We observed perturbations in platelet versus erythroid output and altered splenic CD4 SP and CD8 SP specification, suggesting certain lineages were more dependent on specific RUNX1C-associated activity than others. Finally, we probed the potential specific RUNX1 isoform requirements in AML by analyzing the impact of AML1-ETO oncogene expression on *Runx1* promoter usage. Interestingly, AML1-ETO expression appeared to promote *Runx1 P2* over *P1* expression in several HSPC populations, suggesting that the *Runx1* isoforms may have specific functions both in normal and malignant hematopoiesis.

## Results

### *Runx1 P1* is the dominant promoter in adult hematopoiesis

Utilizing the *P1-GFP*::*P2-hCD4* reporter mouse model [29], we traced *Runx1* expression for both promoters *in vivo* at a single cell level in adult mice (with flow cytometry gates based on the WT control tissues) (Fig 1A and 1B). We observed substantial heterogeneity of *Runx1* expression within adult BM; approximately 55% of all BM cells were *P1-GFP* positive, almost 21% co-expressing *P2-hCD4* (Fig 1B). Red blood cell lysis (using Ammonium-Chloride-Potassium (ACK) buffer) led to the depletion of *P1-GFP*^*-*^ *P2-hCD4*^*-*^ cells; 97% of remaining cells expressed *P1-GFP* with 20% co-expressing *P2-hCD4*. No *P1-GFP*^*-*^ *P2-hCD4*^*+*^ cells were observed. In the spleen, approximately 70% of cells expressed *P1-GFP* but only 1% co-expressed *P2-hCD4*, whereas in the thymus almost 100% of cells expressed *P1-GFP*, a quarter of which also expressed *P2-hCD4*. Altogether these results establish, in line with other reports, that *P1* is the dominant *Runx1* promoter in adult hematopoietic populations and that the activity of P2 is much more restricted [28].

**Fig 1:**
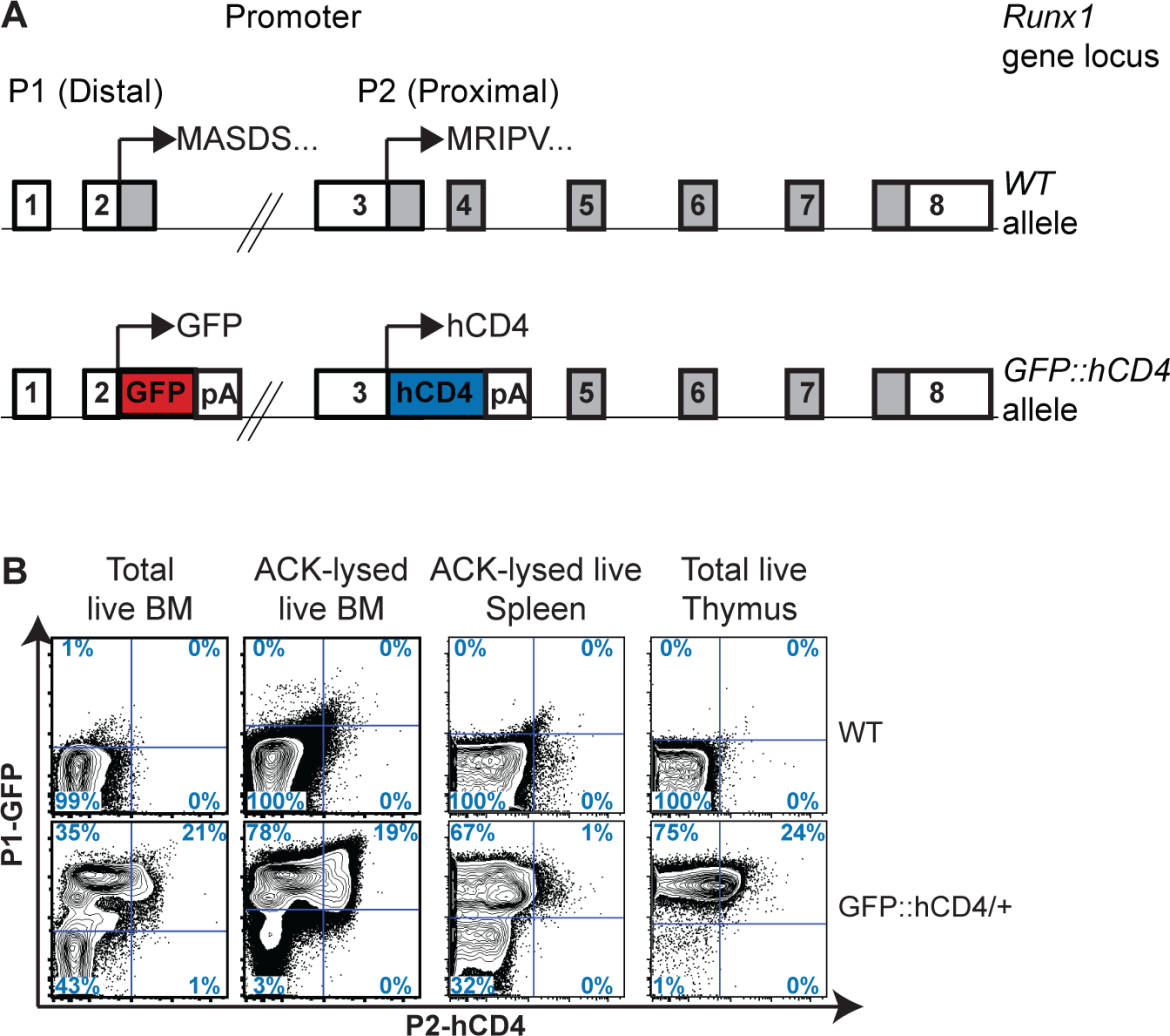
*Runx1* promoter *P1* and *P2* expression in adult hematopoietic organs. (A) Schematic diagrams of the *Runx1 WT* (top) and *P1-GFP*::*P2-hCD4* dual reporter (*GFP*::*hCD4*, bottom) alleles. Expression of GFP is directed by *Runx1* promoter *P1* and a truncated hCD4 reporter is expressed under the control of *Runx1* promoter *P2*. (B) Contour plots of *Runx1 P1-GFP* and *P2-hCD4* expression in unfractionated total (far left panel) and ACK buffer lysed (middle left panel) adult BM, spleen (middle right panel) and thymus (far right panel) in *WT* (top) and *P1-GFP*::*P2-hCD4/+* (bottom) mice. Representative data of three independent experiments are shown.

Taking advantage of our reporter model, we pursued a detailed examination of *P1-GFP* and *P2-hCD4* expression in mature lymphoid and erythro-myeloid populations (Figs 2 and S1).

**Fig 2:**
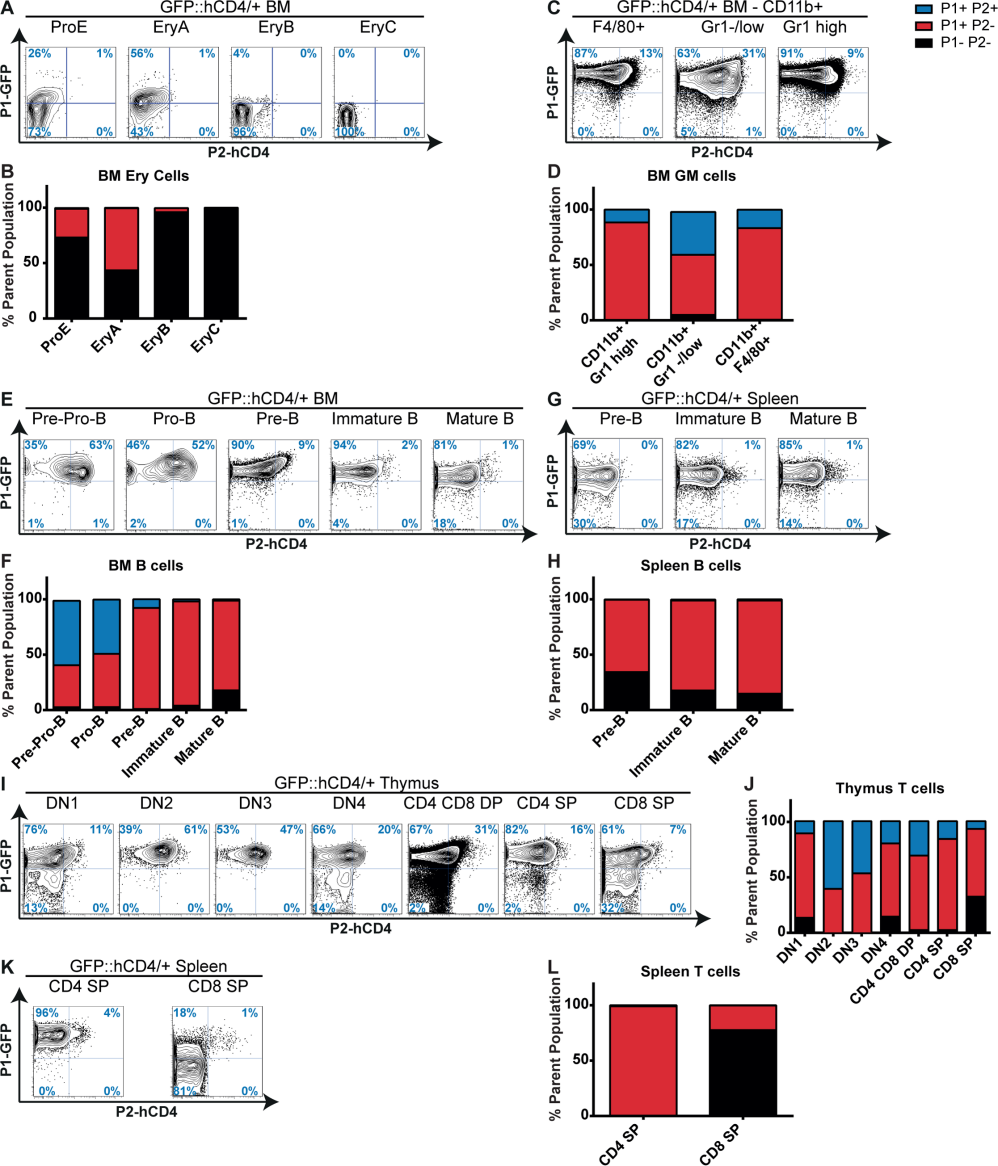
*Runx1 P1* and *P2* expression in mature hematopoietic lineages. (A, C, E, G, I, K) Contour plots of *Runx1 P1-GFP* and *P2-hCD4* expression in BM erythroid (A), granulocytic/macrophage (C) and B lymphocyte populations (E), spleen B (G) or T (K) lymphocytes and thymocytes (I), as defined in S1 Fig. (B, D, F, H, J, L) Numbers of *Runx1 P1*^*-*^ *P2*^*-*^, *P1*^*+*^ *P2*^*-*^ and *P1*^*+*^ *P2*^*+*^ cells as a proportion of defined BM erythroid (B), granulocytic/macrophage (D) and B lymphocyte populations (F), spleen B (H) or T (L) lymphocytes and thymocytes (J). Representative data of three independent experiments are shown.

*Runx1* is expressed in definitive erythroid precursors, where it is involved in the regulation of erythroid gene expression as part of a core transcription factor complex, but is subsequently downregulated in mature erythrocytes [3–5,28,30]. Correspondingly, *P1-GFP* expression was restricted to 26% of the proerythroblast (CD71^high^ Ter119^int^, ProE), 56% of the basophilic erythroblast (CD71^high^ Ter119^high^ FSC^high^, EryA) and 4% of the late basophilic/polychromatic erythroblast (CD71^high^ Ter119^high^ FSC^low^, EryB) fractions whilst being completely absent in the most mature CD71^low^ Ter119^high^ FSC^low^ (orthochromatic erythroblasts, reticulocytes, red blood cells, EryC) compartment (Figs 2A, 2B, and S1A). *P2-hCD4* was expressed in less than 1% of Ter119^+^ erythroid cells, being apparently entirely dispensable for adult erythropoiesis. The low level of expression from both *Runx1 P1* and *P2* promoters, particularly the latter, in WT erythroid lineage cells was confirmed at the RNA level by qPCR (S2A Fig).

By contrast to the restricted expression observed in the erythroid lineage, *Runx1 P1-*GFP was expressed in almost 100% of mature myeloid CD11b^+^ BM cells (Figs 2C, 2D and S1B). Of these, *P2-hCD4* was co-expressed in 12% of Gr1^high^ granulocytes, 39% of Gr1^-/low^ monocytic/immature granulocyte cells and 17% of F4/80^+^ macrophages. The decreased *P2* activity in the more mature granulocytic/macrophage (GM) fractions suggests a diminished role for RUNX1B as myeloid differentiation progresses. This also appears to be the case for terminal lymphoid differentiation, as *P2-hCD4* co-expression with *P1-*GFP was restricted in the B-cell lineage to 58% of the BM Pre-pro-B, almost half (49%) of the Pro-B and just 8% of the Pre-B progenitors (Figs 2E–2H, S1C and S1D). *P1-GFP* was expressed in over 90% of BM B cell progenitors but was reduced to approximately 80% of mature BM and spleen B cells. Finally, thymic T cells were highly enriched in the *P1-GFP*^*+*^ *P2-hCD4*^*-*^ fraction but *P2-hCD4* activity appeared to peak in the CD4 CD8 double negative 2 (DN2) fraction at approximately 61% (Figs 2I, 2J and S1E). Interestingly, the more mature spleen CD4 and CD8 single positive (SP) T cell subsets displayed greater heterogeneity than their thymic counterparts; almost 100% of CD4 SP cells express *P1-GFP* whilst this is the case for only 20% of CD8 SP cells (Figs 2K, 2L and S1F). Relative quantitation of the *Runx1* isoforms’ expression revealed comparatively high *P1* and *P2* activity in the GM, B and T lineages, peaking in the early thymic T cell CD4 CD8 DN population and provides direct evidence that the *P1-GFP*::*P2-hCD4* reporters faithfully represent *WT Runx1* expression throughout adult hematopoiesis (S2A–S2C Fig). Overall, *P1* clearly dominates, accounting for over 80% of *Runx1* expression in all analyzed lineage positive populations. Nonetheless, strong *P2* expression was observed in CD11b^+^ GR1^+^ GM cells, Pre-pro/pro/pre-B cells and CD4 CD8 DN T cells, decreasing substantially in the more mature IgM^+^ B and CD4/CD8^+^ T cells. These results indicate that *P1* is the dominant *Runx1* promoter in terminally differentiated hematopoietic cells and suggest that downregulation of *P2* is required for maturation to occur. We therefore decided to determine whether *P2* expression has a greater prominence and significance in immature HSPC subsets.

### Upregulation of *Runx1 P2* in HSPCs marks a loss of erythroid potential

To examine the relative activities of the two *Runx1* promoters in the most immature hematopoietic compartments, we separated the LSK fraction into phenotypic HSC and MPP fractions (Fig 3A). We observed that only the *P1* promoter was active in the HSCs and CD48- MPPs (Fig 3C). The upregulation of CD48 expression coincides with the loss of long-term repopulating ability, the LSK CD48^+^ fraction consisting of a mixture of lymphoid and myeloid progenitors with varying multipotentiality. FMS-Like Tyrosine Kinase 3 (FLT3) expression marks a commitment to the GM and lymphoid lineages at the expense of Mk/Ery specification [31,32]. Increased GM/lymphoid lineage commitment appears to coincide with increased *P2* activity, as the majority of cells in the lymphoid-primed multipotent progenitor (LMPP)-enriched FLT3^+^ and the common lymphoid progenitor (CLP, Fig 3B) subsets co-expressed *P1-GFP* and *P2-hCD4* (Fig 3C). Therefore, although *P1* is the dominant *Runx1* promoter at the onset of adult hematopoiesis, our results suggest that *P2* expression imparts or at least reflects distinct lineage commitment decisions in these immature hematopoietic compartments. Consistent with this theory, *Runx1 P1* activity, as measured by quantitative RT PCR in WT BM HSPCs, peaked in the WT HSCs and decreased by approximately 50% in the FLT3^+^ MPPs, coinciding with the substantial increase in *Runx1 P2* expression (S3 Fig). The overall result is that total *Runx1* expression decreases only modestly in MPPs compared to HSCs but the relative contribution by *P1* compared to *P2* decreases substantially.

**Fig 3:**
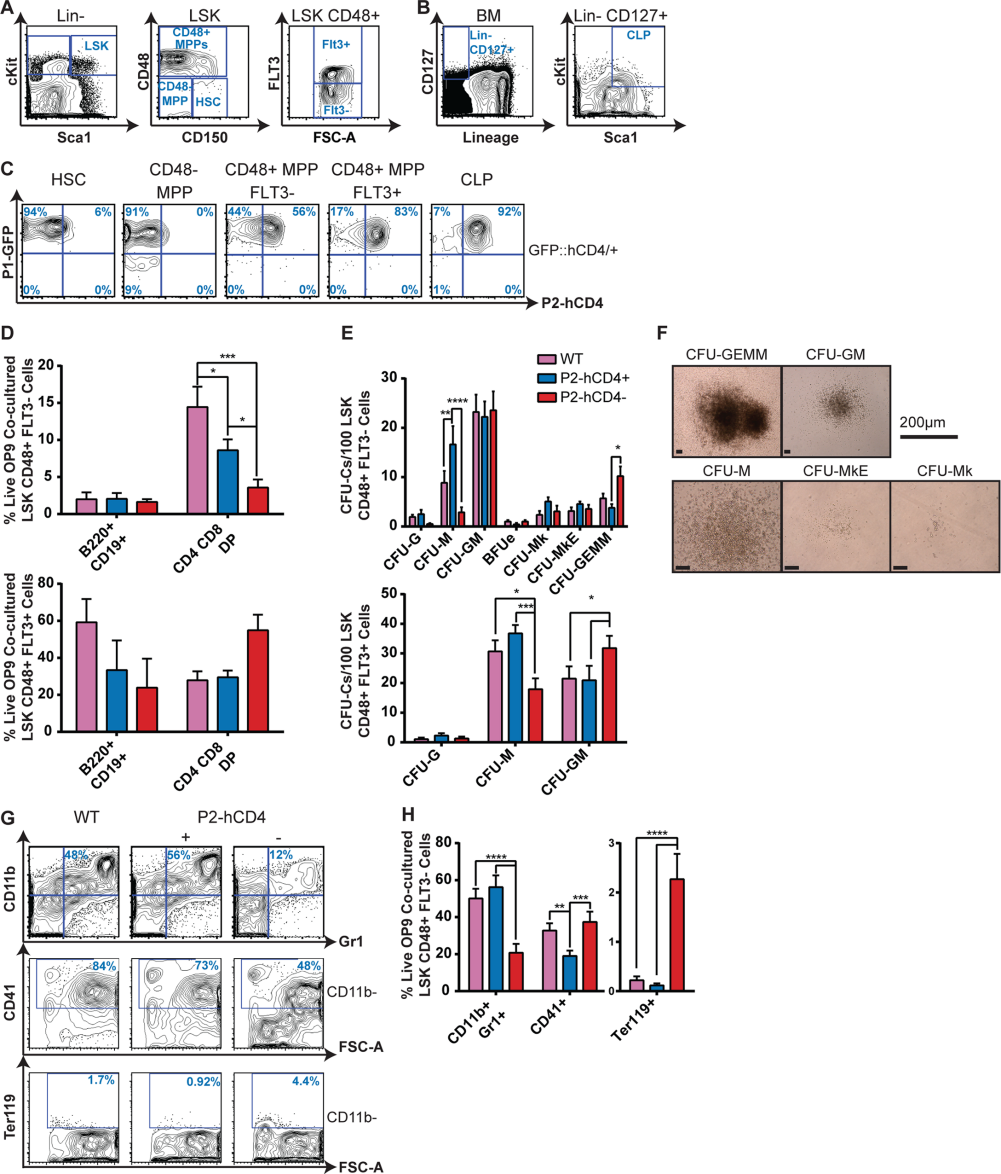
Upregulation of *Runx1 P2* in HSPCs marks a loss of erythroid potential. (A–B) Contour plots showing immature adult BM Lineage (Lin) negative hematopoietic progenitors. (A) The LSK fraction can be separated into distinct HSCs, CD48^-^ MPPs and more mature CD48^+^ MPPs on the basis of CD150, CD48 and FLT3 expression. (B) The CLP is characterized as Lin^-^ CD127^+^ cKit^low^ Sca1^low^. (C) Representative FACS plots of P1-GFP/P2-hCD4 expression in HSCs, CD48^-^ MPPs, CD48^+^ FLT3^-^ (LSK48F^-^) MPPs, CD48^+^ FLT3^+^ (LSK48F^+^) MPPs and CLPs. (D) Numbers of B220^+^ CD19^+^ B cells and CD4^+^ CD8^+^ DP T cells produced following co-culture of *WT*, *P1*^*+*^ *P2*^*-*^ and *P1*^*+*^ *P2*^*+*^ LSK48F^-^ MPPs (top) and LSK48F^+^ MPPs (bottom) with OP9 (B cells) or OP9-DL1 (T cells) for 21 days. (n = 4). (E) CFU-C activity of *WT*, *P1*^*+*^ *P2*^*-*^ and *P1*^*+*^ *P2*^*+*^ LSK48F^-^ MPPs (top) and LSK48F^+^ MPPs (bottom) following culture in pro-myeloid semi-solid methylcellulose-based medium. (LSK48F^-^, n = 7; LSK48F^+^, n = 6.) (F) Photographs of representative LSK48F^-^ derived methylcellulose colonies. (G) Representative CD11b/Gr1, CD41 and Ter119 FACS plots of OP9 co-cultured LSK48F^-^ MPPs isolated on day 8. (H) Quantification of CD11b^+^ Gr1^+^ granulocyte/macrophage (GM) cells, CD41^+^ megakaryocytes and Ter119^+^ erythrocytes in the progenitor/OP9 co-culture assays (n = 5).

When the differences in biological potential were directly assessed in FLT3^+^ MPPs, *P2-hCD4*^*-*^ and *P2-hCD4*^*+*^ subpopulations were capable of relatively similar levels of lymphoid and myeloid differentiation (Fig 3D and 3E bottom), although the increased GM:M CFU-C ratio in the *P2-hCD4*^*-*^ subset may suggest it represents a more immature population than its *P2-hCD4*^*+*^ counterpart. However, the difference in lineage output by the FLT3^-^ subsets was more marked; *P2-hCD4*^*-*^ LSK CD48^+^ FLT3^-^ (LSK48F^-^) MPPs appeared to have reduced T cell output (Fig 3D top) but enhanced multilineage myeloid colony-forming unit potential at the expense of CFU-M output (Fig 3E and 3F). Co-culturing the LSK48F^-^ progenitors with the OP9 murine stromal cell line in myeloid differentiation media revealed that CD11b^+^/Gr1^+^ GM output was significantly decreased and CD41^+^ megakaryocytic (Mk) cell production was slightly increased in the *P2-hCD4*^*-*^ fraction as a proportion of total cells (Fig 3G and 3H). As a proportion of non-GM (CD11b^-^) cells, CD41^+^ Mk cell output was in fact significantly increased in the *P2-hCD4*^*+*^ LSK48F^-^ fraction. Most strikingly, Ter119^+^ erythroid cell output was almost entirely restricted to the *P2-hCD4*^*-*^ fraction. Our phenotypic characterization of BM HSPCs therefore demonstrate that upregulation of *Runx1 P2* not only occurs after loss of HSC activity but also coincides with a substantial decrease in erythroid specification.

To determine whether LSK48F^-^ *P2-hCD4*^*-*^ and *P2-hCD4*^*+*^ progenitors arise sequentially or independently in the hematopoietic hierarchy, sorted cells were cultured with pro-myeloid cytokines for up to 18 hours and immunophenotypically characterized (S4A and S4B Fig). Whereas the *P2-hCD4*^*+*^ fraction solely produced *P2-hCD4*^*+*^ LSK cells, *P2-hCD4*^*-*^ cultures yielded *P2-hCD4*^*-*^ and *P2-hCD4*^*+*^ LSK cells (S4B Fig). In addition, LSK48F^-^ *P2-hCD4*^*-*^ cultures produced more phenotypic erythroid (pre-erythroid colony-forming unit, PreCFUe or erythroid colony-forming unit, CFUe) or bi-potential PreMegE progenitors and fewer GM (Pre- Granulocyte-Macrophage progenitor, PreGM or Granulocyte-Macrophage Progenitor, GMP) and megakaryocyte progenitor (MkP) cells compared to LSK48F^-^ *P2-hCD4*^*+*^ cells. Altogether these data demonstrate a hierarchical relationship between an erythroid-biased *P2-hCD4*^*-*^ MPP population and increasingly pro-GM/Mk *P2-hCD4*^*+*^ progeny.

### *Runx1 P2* expression in GM-restricted progenitors enriches for monocyte/macrophage specification

Although *Runx1 P2* expression appears to decrease as GM maturation proceeds, its expression in the earliest identified GM-restricted progenitors remained unknown. We found that approximately 80% of PreGMs and 70% of GMPs co-express *P1-GFP* and *P2-hCD4* (Fig 4A and 4B). Moreover, we found *P2* expression (as determined by qRT-PCR) to be higher in the PreGM and GMP than other analyzed WT BM HSPC populations but *P1* expression was only 50% and 25% of the level observed in HSCs (S3 Fig). High *P2* activity therefore appeared to be important for GM lineage commitment and we decided to investigate the functionality of the *P2-hCD4*^*+*^ and minority *P2-hCD4*^*-*^ GM progenitor populations. Interestingly, CFU-C activity was significantly higher in the *P2-hCD4*^*+*^ fractions, compared to the *P2-hCD4*^*-*^ populations, of both PreGM and GMP populations, reflecting higher CFU-M and CFU-GM frequencies (Fig 4C–4E). In particular, the *P2-hCD4*^*-*^ GMP fraction appeared to consist of monopotent granulocytic and monocytic/macrophage progenitors rather than bipotential GM progenitors. Liquid culture of the progenitors confirms an apparent bias against macrophage specification as F4/80^+^ cell numbers were significantly diminished in *P2-hCD4*^*-*^ PreGM and GMP cultures, whereas Gr1^high^ granulocyte output was unaltered (S5A and S5B Fig). Interestingly, production of CD11b^-^ cKit^+^ FcεR1α^+^ mast cells was also elevated in *P2-hCD4*^*-*^ cultures and more detailed analyses confirmed the absence of *P2-hCD4* expression in immunophenotypic mast cell progenitors (MCp, S5A–S5C Fig). The decreased CFU-GM activity of the *P2-hCD4*^*-*^ GM progenitors implies that they reside later in the hematopoietic hierarchy than the *P2-hCD4*^*+*^ populations, but *in vitro* lineage tracing revealed that *P2-hCD4*^*-*^ GMPs gave rise to *P2-hCD4*^*+*^ GMPs (S5E Fig). *P2-hCD4*^*-*^ PreGMs gave rise to *P2-hCD4*^*+*^ PreGMs and subsequently to *P2-hCD4*^*-*^ and *P2-hCD4*^*+*^ GMPs, the latter dominating (S5D Fig). Therefore even within the GM lineage, differential *Runx1* promoter activity appears to play a role in or at least correlate with crucial cell fate decisions.

**Fig 4:**
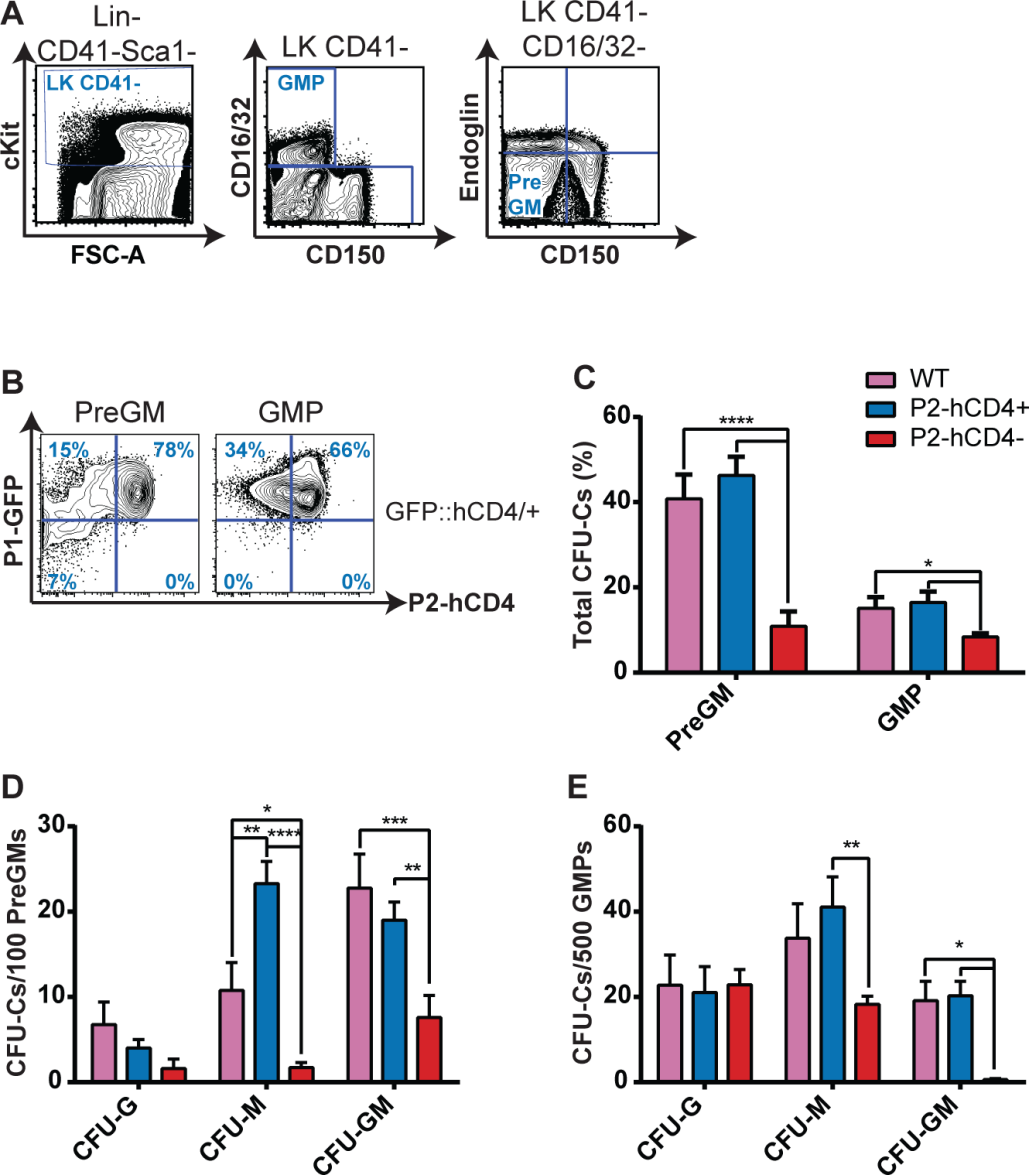
*Runx1 P2* expression in GM-restricted progenitors enriches for monocyte/macrophage specification. (A) Contour plots of adult BM Lin^-^ Sca1^-^ cKit^+^ (LK) GM progenitors. The GMP and PreGM progenitors can be distinguished on the basis of CD41, CD16/32, SLAMF1 (CD150) and Endoglin expression. (B) Representative FACS plots of P1-GFP/P2-hCD4 expression in PreGM and GMP cells. (C–E) CFU-C activity of *WT*, *P1*^*+*^ *P2*^*-*^ and *P1*^*+*^ *P2*^*+*^ PreGMs and GMPs following culture in pro-myeloid semi-solid methylcellulose-based medium. (C) Total CFU-C numbers (%). (D-E) Granulocyte (CFU-G), macrophage (CFU-M) and granulocyte/macrophage (CFU-GM) colony forming unit numbers per 100 plated PreGMs (D) or 500 plated GMPs (E). n = 4 independent experiments.

### Distinct megakaryocytic and erythroid progenitors can be isolated on the basis of *Runx1 P2-hCD4* expression

Erythropoiesis and megakaryopoiesis are highly similar developmental pathways, sharing numerous regulatory factors particularly at the point of lineage specification [33,34]. However, there are key differences and the specificity of a megakaryocyte maturation defect in *Runx1*-null adult BM implicates RUNX1 as a central player in Mk/Ery lineage determination [14]. Moreover, our observation that *P2-hCD4*^*-*^ and *P2-hCD4*^*+*^ MPPs have distinct Mk/Ery potential led us to investigate *Runx1* promoter activity in Mk/Ery-restricted progenitors further (Fig 5A). We observed that erythroid restricted PreCFUe and CFUe progenitors expressed solely *P1-GFP* whereas the MkP was chiefly *P1-GFP*^*+*^ *P2-hCD4*^*+*^ (Fig 5B). Because mature megakaryocytes are scarce in adult mice, BM-derived megakaryocytes were obtained by culturing purified MkPs *in vitro*. CD41-expressing megakaryocytes expressed *P2-hCD4* and a large fraction (60%) co-expressed *P1-GFP* (Fig 5C). Whilst lineage-restricted megakaryocytic and erythroid progenitors were highly homogeneous, the PreMegE fraction, which generates the MkP and PreCFUe populations, was markedly more heterogeneous; approximately 75% express solely *P1-GFP* whereas the remaining 25% were *P1-GFP*^*+*^ *P2-hCD4*^*+*^ (Fig 5B).

**Fig 5:**
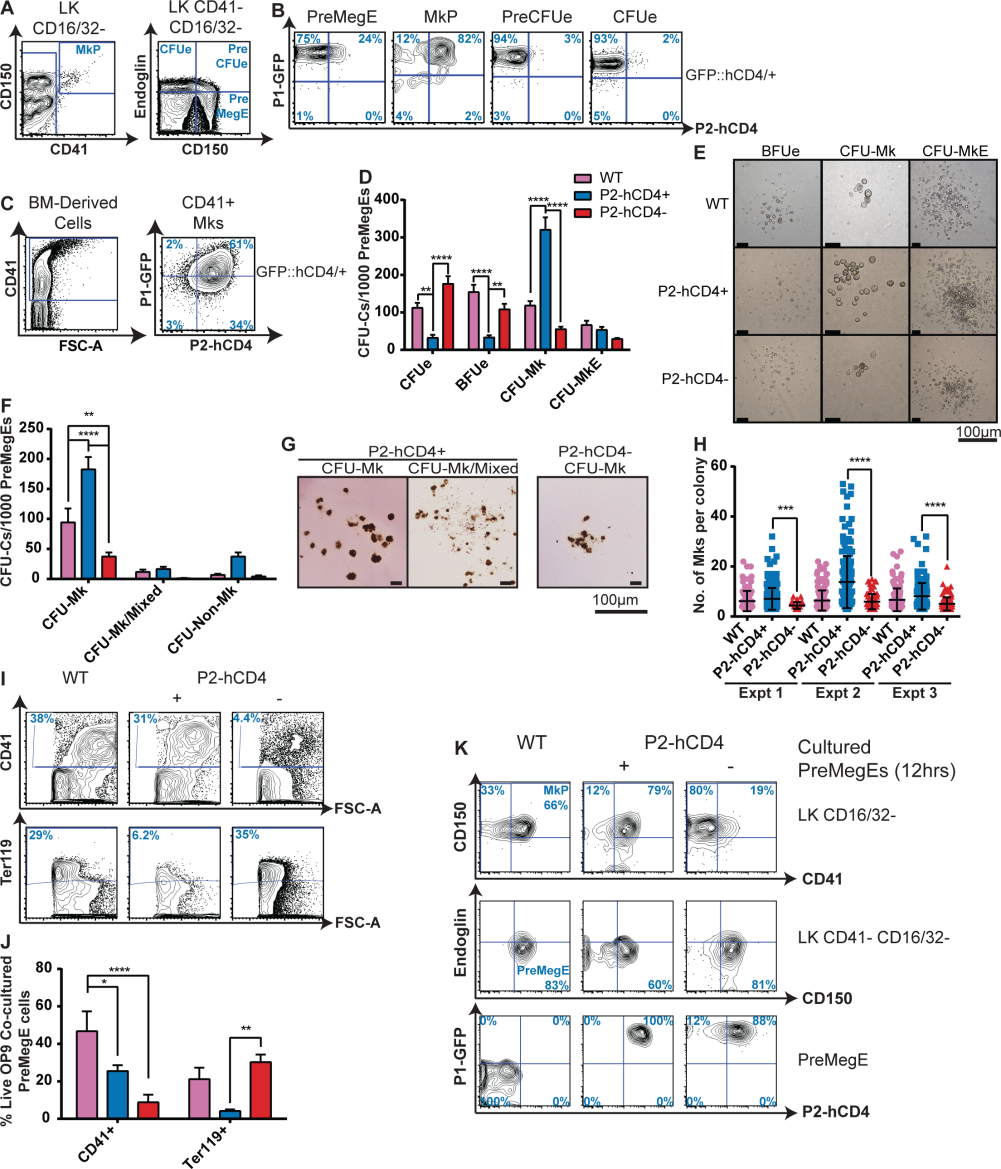
Distinct megakaryocytic and erythroid progenitors can be isolated on the basis of *Runx1 P2-hCD4* expression. (A) Contour plots of adult BM LK Mk/Ery progenitors. The PreMegE, MkP, PreCFUe and CFUe populations can by distinguished on the basis of cKit, CD41, SLAMF1 (CD150), CD16/32 and Endoglin cell surface expression. (B) Representative FACS plots of P1-GFP/P2-hCD4 expression in PreMegE, MkP, PreCFUe and CFUe subsets. (n = 8). (C) P1-GFP/P2-hCD4 expression in BM MkP-derived cultured CD41^+^ megakaryocytes. (n = 4). (D–H) CFU-C activity of *WT*, *P1*^*+*^ *P2*^*-*^ and *P1*^*+*^ *P2*^*+*^ PreMegEs. Cells were cultured either in pro-myeloid semi-solid methylcellulose-based medium (D) or in pro-megakaryocytic collagen-based MegaCultTM medium (F). Photographs of representative PreMegE-derived methylcellulose (E) and MegaCultTM (G) colonies. (n = 5) (H) Numbers of megakaryocytes per MegaCultTM CFU-Mk colony from 3 independent experiments (mean ± SD, Mann-Whitney *U* test). (I) Contour plots of OP9 co-cultured PreMegE cells isolated on day 7 and stained with CD41 and Ter119 antibodies. (J) Quantification of CD41^+^ megakaryocytes and Ter119^+^ erythrocytes in the PreMegE/OP9 co-culture assays. (n = 5). (K) Representative FACS plots of PreMegE cells following short-term (12 hours) culture in pro-myeloid liquid medium. Top: CD150/CD41 expression of LK CD16/32^-^ progenitor cells. Middle: Endoglin/CD150 expression of LK CD41 negative CD16/32 negative progenitors. Bottom: *P1-GFP*/*P2-hCD4* expression of immunophenotypic PreMegE (LK CD41- CD16/32- Endoglin- CD150^+^) cells (n = 3).

When compared to the relative homogeneity of the monopotent MkP, PreCFUe and CFUe populations, the heterogeneity of the PreMegE led us to consider the possibility of two functionally distinct and prospectively isolatable PreMegE subsets. We subsequently observed that erythroid CFU-C activity (CFUes and erythroid blast-forming units (BFUes)) was significantly enriched in the *P2-hCD4*^*-*^ PreMegE fraction compared to the *P2-hCD4*^*+*^ population (Fig 5D and 5E). By comparison, megakaryocyte CFU-C potential was highly enriched in the *P2-hCD4*^*+*^ fraction (Fig 5D–5H). In the MkP population, the *P2-hCD4*^*+*^ fraction possessed similar megakaryocytic CFU-C activity to its WT counterpart (S6A Fig), suggesting *Runx1* haploinsufficiency did not significantly impair megakaryocyte colony formation. In addition to being more numerous, CFU-Mks derived from *P2-hCD4*^*+*^ PreMegEs were also larger than those derived from the *P2-hCD4*^*-*^ fraction, the median number of cells per colony being doubled (Fig 5E, 5G and 5H). To determine whether this was a result of increased proliferation in the *P2-hCD4*^*+*^ PreMegE fraction, we analyzed their cell cycle status by measuring 5’ethynyl-2’-deoxyuridine (EdU) incorporation and DNA content (S6B Fig). More *P2-hCD4*^*+*^ PreMegE cells were in the EdU^+^ DNA Synthesis (S) phase compared to their *P2-hCD4*^*-*^ counterparts, suggesting *P2*-driven RUNX1B expression may confer a proliferative advantage on PreMegE cells.

The distinct megakaryocytic and erythroid potential of the two PreMegE fractions was further confirmed following co-culture with OP9 cells. After 7 days, *P2-hCD4*^*+*^ PreMegE cultures contained significantly more CD41^+^ megakaryocytes and significantly fewer Ter119^+^ erythroid cells than the *P2-hCD4*^*-*^ PreMegE cultures (Fig 5I and 5J). In addition, we performed clonal analyses by plating single *P2-hCD4*^*-*^ and *P2-hCD4*^*+*^ PreMegEs with OP9 (S6C Fig). This demonstrated that although the two fractions had similar clonal output (28% and 24% positive wells respectively) the *P2-hCD4*^*+*^ fraction contained more bi-potent megakaryocytic/erythroid progenitors (42.9% versus 25% “Mk + Ery”) and more monopotent megakaryocyte-producing progenitors (31.4% versus 12.5% “Mk only”) than the *P2-hCD4*^*-*^ fraction. The *P2-hCD4*^*-*^ fraction was highly enriched for monopotent erythroid-producing progenitors (62.5% “Ery only” compared to 25.7% in the *P2-hCD4*^*+*^ co-cultures). Therefore, as in the immature LSK HSPC compartment, upregulation of *P2* expression in PreMegEs appeared to coincide with a loss of erythroid and an enrichment of megakaryocytic specification.

To decipher their relative positions in the hematopoietic hierarchy, *P2-hCD4*^*-*^ and *P2-hCD4*^*+*^ PreMegE cells were cultured for up to 12 hours and analyzed (Fig 5K). We observed that *P2-hCD4*^*+*^ PreMegEs made a more rapid transition to an MkP immunophenotype than *P2-hCD4*^*-*^ cells. In addition *P2-hCD4*^*-*^ PreMegEs gave rise to both *P2-hCD4*^*-*^ and *P2-hCD4*^*+*^ fractions *in vitro*, whereas the *P2-hCD4*^*+*^ fraction did not appear to downregulate *P2-hCD4*. Taken together, these data suggest the *P2-hCD4*^*-*^ PreMegE can be placed earlier in the hematopoietic hierarchy, giving rise to the *P2-hCD4*^*+*^ PreMegE. Interestingly, we also observed that cultured *P2-hCD4*^*+*^ LSK48F^-^ cells produced only *P2-hCD4*^*+*^ immunophenotypic PreMegEs (S4B Fig). The differences in megakaryocytic and erythroid lineage potential in the *P2-hCD4* negative and positive LSK48F^-^ fractions may therefore be due to the preferential downstream specification of distinct PreMegE subpopulations.

### Global gene expression analysis of *Runx1 P2-hCD4* positive and negative PreMegEs enables the identification of WT equivalents

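PreMegEs, the bone marrow progenitors of megakaryocytes and erythroid cells, were sorted for RNA-Seq from WT mice and from Runx1 reporter mice. The P1+ PreMegEs of the reporter mice were separated by the hCD4 reporter of P2 activity into P2+ and P2- cells. The count table also holds PreMegEs of mice lacking RUNX1C (RUNX1C KO), which are taken up after the article. Each group had 3 libraries, and each library was made from cells pooled from 3 mice. The authors aligned strand-specific paired reads of poly(A) RNA to the mouse genome GRCm38 with Bowtie2 and counted them on Ensembl genes with featureCounts. The deposited values are these counts, without normalization. The total per library was between 11653539 and 14127153 counts in WT (median 13603031), between 10726098 and 14445026 in P2- (median 12761963) and between 11695857 and 14440459 in P2+ PreMegEs (median 13044541). The limit that a count of 0 allows, 3 counts, corresponded to between 0.208 and 0.280 CPM (counts scaled to the size of the library) in these 9 libraries and covers counting error only. For the values given here, library sizes were scaled by edgeR's TMM method, and genes with at least 1 CPM in at least 3 of the libraries compared were tested. Groups were compared 3 against 3 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and a gene was counted as changed at an adjusted p under 0.05 and a change of at least 2-fold. RPKM values were computed from the scaled counts and the exonic length of each gene in the GENCODE vM21 annotation of GRCm38. The paper's text does not say whether the counting used the strand, so values of genes that overlap a gene on the other strand are uncertain.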

To explore the distinct gene regulatory mechanisms involved in the bifurcation of the Mk/Ery pathway, and to identify candidate genes which may serve as markers to isolate the progenitors in WT BM, we performed global gene expression analysis by RNA-Seq (Fig 6A and S4 Table). The expression patterns of WT, *P2-hCD4*^*+*^ (*P2+*) and *P2-hCD4*^*-*^ (*P2-*) PreMegE samples were clearly separated based on principal component analysis, with WT cells clustering between the *P2+* and *P2-* samples (S7A Fig). 

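Principal component 1 of log2 CPM (13166 genes, prior count 2, genes centred and not scaled) carried 52.3% of the variance. With the P2- mean set to 0% and the P2+ mean to 100% on this component, the WT libraries lay at 53.3% ± 0.737 (SD, n = 3). On the same scale the SD was 2.08 (n = 3) for the P2- and 5.61 (n = 3) for the P2+ libraries, and no library of one group reached another group. For each pair of groups the exact two-sided permutation test gave p = 0.1, the smallest p that 3 libraries against 3 allow. Scaling every gene to unit variance moved the WT position the most, to 50.9%. Principal component 2, with 16.3% of the variance, set replicate 2 of P2- and of P2+ PreMegEs apart (scores of 42.8 and 37.9, against -17.5 to -4.20 for the other 7 libraries). These 2 libraries had high counts on immediate early genes such as Fos, which are taken up after the article. Over all genes changed between P2+ and P2- PreMegEs, the median WT level lay 44.4% of the way from the P2- to the P2+ mean in CPM (quartiles at 31.7% and 59.6%), and 54.7% of the way on the log2 scale. Between P2+ and WT PreMegEs, 497 of 12941 genes were changed, 280 higher and 217 lower in P2+. Between P2- and WT PreMegEs, 597 of 12767 genes were changed, 73 higher and 524 lower in P2-. Without the minimum of 2-fold, 875 genes were higher and 1226 lower in P2- than in WT, and 1223 higher and 915 lower in P2+ than in WT PreMegEs. Among changed genes with at least 10 CPM and no overlap with WT, Prss50 fell the most in P2+ PreMegEs (log2 fold change -5.03, standard error 0.27) and Pf4 in P2- PreMegEs (-4.07, standard error 0.21). The largest rises in P2+ over WT PreMegEs among such genes, in Cd69 (2.96), Socs3 (2.76) and Dusp5 (2.60), depended on replicate 2 of P2+, without which the log2 fold changes were 0.48, 0.79 and 1.09 and none passed the threshold. Their adjusted p was 0.0492, 0.0388 and 0.0325 from edgeR's quasi-likelihood test. Counting the fit without replicate 2, each missed an adjusted p of 0.05 under 6 of the alternatives run.

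**Figure D1:**
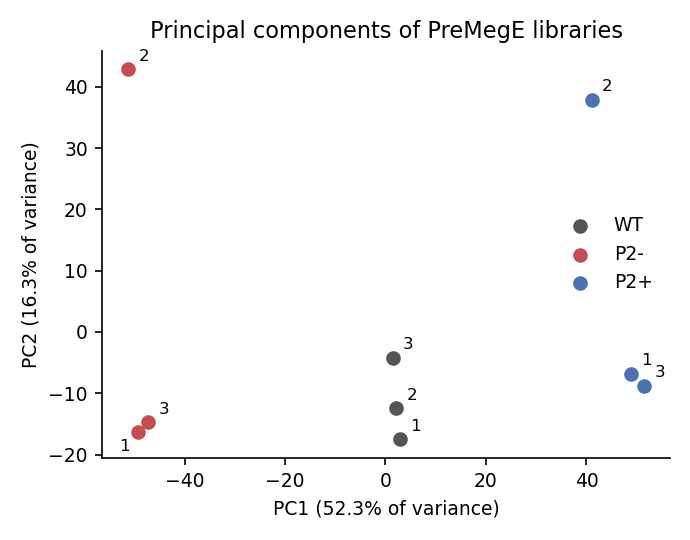
Scores of the WT, P2- and P2+ libraries on principal components 1 and 2, with 1 point per library, numbered by replicate and coloured by group. The 3 WT libraries lie between the fractions along component 1, and component 2 separates replicate 2 of P2- and of P2+ from the other 7 libraries.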

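Runx1 (ENSMUSG00000022952), on chromosome 16 from 92601466 to 92826149, was counted over its transcripts from both promoters together and overlaps the antisense gene Gm26626. It had 632 ± 24.2 CPM (SD, n = 3) in P2+, 211 ± 7.34 (SD, n = 3) in P2- and 369 ± 15.6 (SD, n = 3) in WT PreMegEs. The reporter mice are heterozygous for the reporter allele of Runx1, so a comparison of these counts with WT mixes the allele with the state of the cells. The log2 fold change of Runx1 between P2+ and P2- PreMegEs was 1.59 (standard error 0.07, adjusted p = 2.34e-06 from edgeR's quasi-likelihood test), with every P2+ library above every P2- library. Of 12836 genes tested between the fractions, 1626 were changed, 1224 higher and 402 lower in P2+ PreMegEs. Dropping the minimum of 2-fold moved this count the most, to 4762 genes (2576 higher and 2186 lower), and leaving out each library in turn gave between 1339 and 1602 genes. Among changed genes with at least 10 CPM and no overlap between the libraries of the fractions, Tgfbi (ENSMUSG00000035493, chromosome 13 from 56609523 to 56639562) rose the most in P2+ PreMegEs, by a log2 fold change of 4.66 (standard error 0.41, adjusted p = 4.76e-05 from the same edgeR test). Pde10a (4.52), Gucy1b3 (4.21) and Kcnj5 (4.04) were also among the 5 largest rises. Slc26a1 was at or under 3 counts in every P2+ library and at least 60.1-fold lower than in P2- PreMegEs, though its counts are uncertain because it overlaps Idua on the other strand. Next were Sphk1 (log2 fold change -6.10, standard error 0.31), Pklr (-5.78), Prss50 (-5.52) and Slc38a5 (-5.41), of which Sphk1 and Pklr overlap a gene on the other strand.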

When directly comparing the *P2+* and *P2-* populations, 4876 genes were found to be at least 2-fold differentially expressed (false discovery rate <0.05), 2681 being upregulated in *P2+* and 2195 in *P2-* PreMegEs (Fig 6A and S4 Table). 

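A list of 38 genes of integrin signalling was written before the counts were examined, as were 14 other lists, and was tested with limma's camera (preset correlation between genes of 0.01, two-sided, adjusted over the 15 lists). For the 32 tested genes of the integrin list the median log2 fold change between P2+ and P2- PreMegEs was 0.08 (adjusted p = 0.131 from camera in limma), with 9 genes higher and 4 lower over all genes tested and 9 and 5 adjusted over the list alone. Src (log2 fold change 2.29, standard error 0.26), Actn1 (1.90) and Fyn (1.21) rose in P2+ PreMegEs, while Capn1 fell by 0.54 on the log2 scale. Limma's fry test, which asks of each list whether its genes change and not whether they differ from other genes, gave an adjusted p of 2.13e-03 for the integrin list, towards P2+. The replicate numbers pair the P2+ and P2- libraries, and with the number as a block camera gave 0.0356 for the integrin list, past the threshold. Across all alternatives the adjusted p of this list ranged from 2.13e-03 to 0.351. Of the 15 lists, 11 passed the threshold under camera, the same 11 and 3 more under fry, and 0 with the correlation estimated for each list, where the smallest adjusted p was 0.0643 and 4 lists had an unadjusted p under 0.05.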

Gene Set Enrichment Analyses (GSEA) revealed a significant correlation between *P2-hCD4* expression and activation of the Thrombopoietin (TPO) and Integrin pathways, both of which are crucial for megakaryopoiesis (Figs 6B and S7B–S7D) [35–37]. 

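The 23 tested cell cycle regulators had a median log2 fold change of 0.34 between P2+ and P2- PreMegEs (adjusted p = 0.0212 from camera in limma), and 15 of them were higher in P2+. At an adjusted p under 0.05, 12 were higher and 2 lower in P2+ PreMegEs, both over all genes tested and adjusted over the list alone. The adjusted p of the list stayed between 4.98e-03 and 0.0464 when each library was left out in turn. With the correlation between genes estimated for each list in place of the preset one, camera gave 0.387, which did not pass.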

In line with the observed increased proliferative capacity of *P2-hCD4*^*+*^ PreMegEs, cell cycle regulators were also enriched in this population. 

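In a list of 21 tested genes of cell migration and blood cell recruitment, the median log2 fold change between P2+ and P2- PreMegEs was 0.34, and camera in limma gave an adjusted p of 0.0208. Of these, 11 were higher and 2 lower in P2+ PreMegEs over all genes tested, and 12 and 2 adjusted over the list alone. Coro1a (log2 fold change 1.64, standard error 0.09) and Ccr2 (1.54) were among the genes that rose, while Itgb7 and Itga4 fell by 0.88 and 0.87 on the log2 scale; Ccr2 did not pass the threshold. The 16 tested integrin subunit genes, which share 5 genes with the migration list, had a median of 0.86 (adjusted p = 2.95e-04 from camera in limma), with 12 higher and 2 lower over all genes tested and 12 and 3 adjusted over the list alone. Itgb6 had the largest change among them (log2 fold change 3.87, standard error 0.33), and Itga2 rose by 1.99 (standard error 0.40). With the correlation estimated for each list, camera gave 0.233 for both the migration and the integrin subunit list, and neither passed.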

Ingenuity pathway analysis (IPA) identified cell migration and blood cell recruitment as highly enriched functions and integrin signaling as the most significant activated pathway in *P2-hCD4*^*+*^ PreMegEs (S7E and S7G Fig). By contrast, functions and pathways associated with cell death and cell cycle inhibition were highly enriched in *P2-hCD4*^*-*^ PreMegEs (S7F and S7H Fig).

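The 23 tested genes of the cell death list had a median log2 fold change between P2+ and P2- PreMegEs of -0.19 (adjusted p = 0.0993 from camera in limma). Of these, 7 were lower and 3 higher in P2+ PreMegEs over all genes tested, and 7 and 5 adjusted over the list alone. Diablo (log2 fold change -0.75, standard error 0.12) and Bid (-0.74) were among the genes lower in P2+ PreMegEs, whereas Casp8 (0.46) was higher. Fry gave an adjusted p of 7.62e-04 for this list, and camera 0.0356 with the replicate number as a block; over all alternatives it ranged from 7.62e-04 to 0.233. The 13 tested cell cycle inhibitors had a median of 0.05 (adjusted p = 0.831), and no alternative brought the list past the threshold. Among them Gadd45a (log2 fold change -1.76, standard error 0.29) and Trp53 (-0.73) were lower in P2+ PreMegEs, and Cdkn1c (1.21), Cdkn2c (0.96) and Cdkn2d (0.92) were higher, 3 higher and 2 lower both over all genes tested and adjusted over the list alone.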

**Fig 6:**
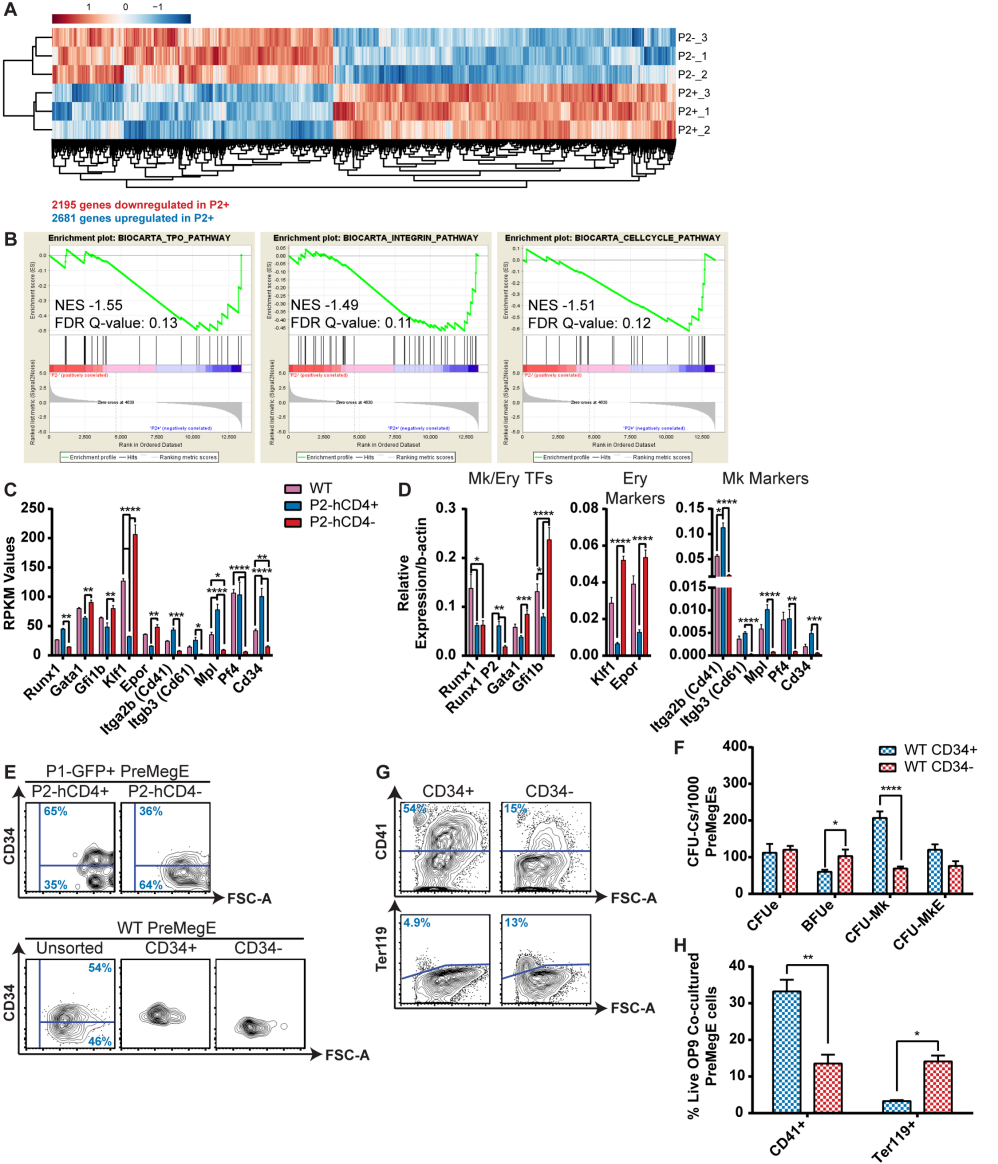
Global gene expression analysis of *Runx1 P2-hCD4+* and *P2-hCD4-* PreMegEs enables identification of WT equivalents. (A) Heat map depiction of genes at least 2-fold differentially expressed between P1^+^ P2^-^ (P2^-^) and P1^+^ P2^+^ (P2^+^) PreMegE samples, as determined by RNA Seq. Genes in red are upregulated and genes in blue are downregulated. (B) GSEA showing significantly enriched signaling pathways in the gene set upregulated in P2^+^ PreMegEs relative to P2^-^ PreMegEs. (C) Reads per kilobase per million mapped reads (RPKM) values of selected Mk/Ery- associated genes. (n = 3). (D) Quantitative PCR (qPCR) validation of expression of genes depicted in D. (n = 5). (E) Representative FACS plots of CD34 expression in P2^+^ and P2^-^ PreMegEs (top) and unsorted, purified CD34^+^ and purified CD34- WT PreMegEs (bottom). (*P1-GFP*::*P2-hCD4* mice n = 3; *WT* mice n = 5). (F) CFU-C activity of CD34^+^ and CD34^-^ PreMegEs following culture in pro-myeloid semi-solid methylcellulose-based medium. (n = 5). (G) Contour plots of OP9 co-cultured CD34^+^ and CD34^-^ PreMegE cells isolated on day 7 and stained with CD41 and Ter119 antibodies. (H) Quantification of CD41^+^ megakaryocytes and Ter119^+^ erythrocytes in the PreMegE/OP9 co-culture assays (n = 4).

To further validate the distinct “pro-megakaryocytic” and “pro-erythroid” phenotypes of each PreMegE population, we screened, and validated by qPCR, the RNA Seq data for the expression of known Mk/Ery regulators and markers (Fig 6C and 6D). Early erythroid-associated factors, including Kruppel-like factor 1 (*Klf1*) and the Erythropoietin receptor (*Epor*) were significantly upregulated in *P2-hCD4*^*-*^ PreMegEs whereas numerous megakaryocyte-specific markers (Integrin alpha 2b (*Itga2b* or *Cd41*), Integrin beta 3 (*Itgb3* or *Cd61*), Myeloproliferative Leukemia Virus Oncogene (*Mpl*) and Platelet Factor 4 (*Pf4*)) were enriched in the *P2-hCD4*^*+*^ fraction. 

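Klf1 (ENSMUSG00000054191, chromosome 8 from 84901928 to 84905291) had 58.9 ± 0.741 CPM (SD, n = 3) in P2+ and 390 ± 42.9 (SD, n = 3) in P2- PreMegEs, a log2 fold change of -2.71 (standard error 0.09, adjusted p = 1.31e-06 from edgeR's quasi-likelihood test). For Epor (ENSMUSG00000006235, chromosome 9 from 21958897 to 21963506) the log2 fold change was -1.63 (standard error 0.12, adjusted p = 1.59e-05). Pf4 (ENSMUSG00000029373, chromosome 5 from 90772435 to 90773383) rose from 4.27 ± 1.64 (SD, n = 3) CPM in P2- to 72.0 ± 25.4 (SD, n = 3) in P2+ PreMegEs, by a log2 fold change of 4.06 (standard error 0.32). The log2 fold changes of Itgb3 and Itga2b were 3.59 (standard error 0.33) and 2.48 (standard error 0.17), and the largest adjusted p of these and Pf4 was 6.46e-05 from the edgeR test. For each of these 5 genes, every library of one fraction lay above every library of the other. Across the alternatives the log2 fold change of Pf4, the one that moved most, ranged from 3.75 to 4.43. Of the 13 genes that the paper names from these data or discusses for the Mk/Ery pathway, 12 differed between the fractions at an adjusted p under 0.05 over all genes tested, and 12 adjusted over the list alone; Tal1 (-0.11, standard error 0.08) did not. The paper chose part of these genes on the same libraries, so the count over the list is not independent evidence. A list of megakaryocyte genes had a median of 2.26 over 20 tested genes (adjusted p = 3.57e-28 from camera in limma), with 18 higher and 0 lower in P2+ PreMegEs over all genes tested and the same counts adjusted over the list alone. A list of erythroid genes had a median of -2.08 over 22 tested genes (adjusted p = 4.42e-21), with 16 lower and 1 higher by both counts, and Car1 had the largest fall (-5.40, standard error 0.17). With the correlation estimated for each list, camera gave 0.106 for the megakaryocyte and 0.0643 for the erythroid genes, and neither list passed. The paper uses such genes as a further check on the "pro-megakaryocytic" and "pro-erythroid" phenotypes that it had drawn from cell culture.

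**Figure D2:**
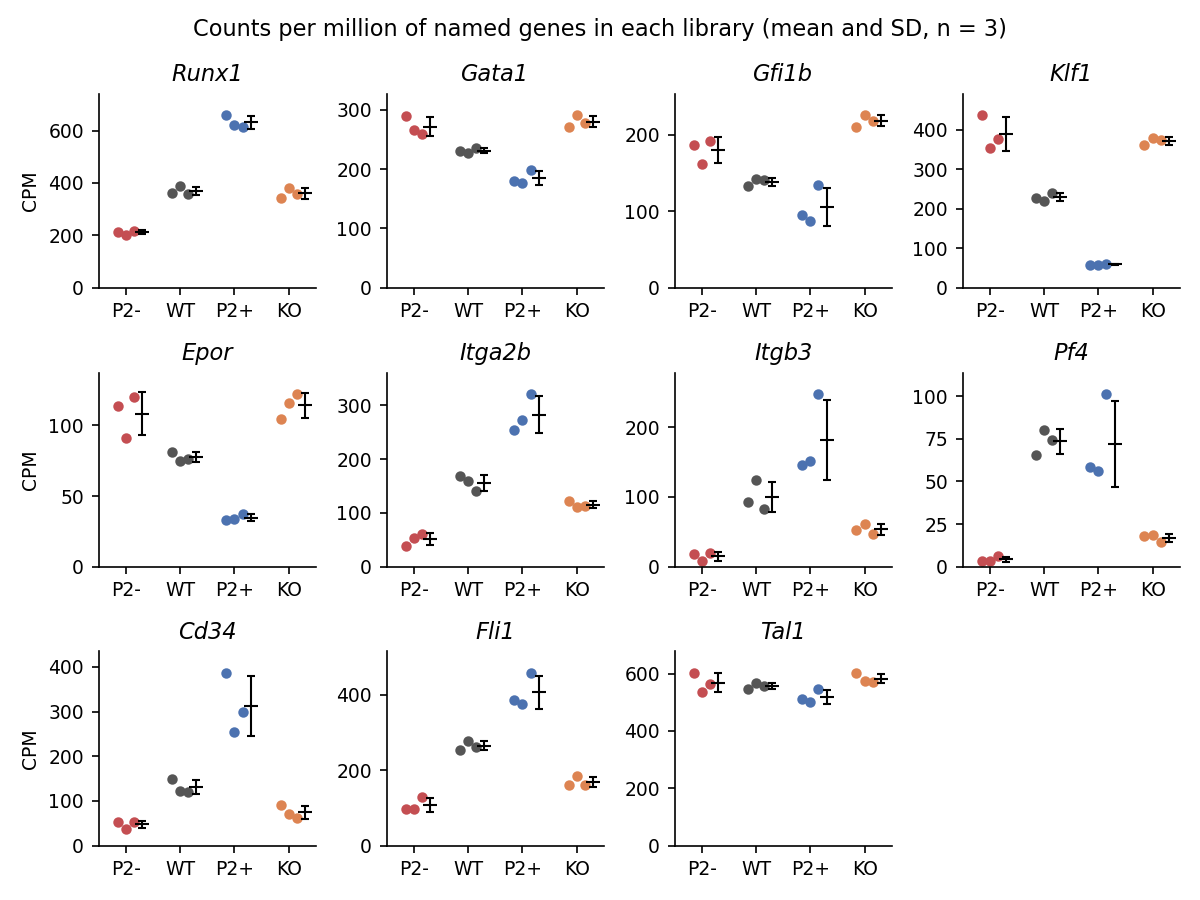
CPM (with TMM scaling) of 11 genes in each P2-, WT, P2+ and RUNX1C KO (KO) library, with 1 point per library, a line at the mean and a bar of 1 SD (n = 3). Klf1 and Epor are lowest and Itga2b and Itgb3 highest in the P2+ libraries, and Pf4 is lowest in the P2- libraries.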

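Gata1 (ENSMUSG00000031162, chromosome X from 7959260 to 7978071) had 271 ± 15.7 CPM (SD, n = 3) in P2-, 185 ± 11.7 (SD, n = 3) in P2+ and 231 ± 4.27 (SD, n = 3) in WT PreMegEs. Its log2 fold change between P2+ and P2- PreMegEs was -0.54 (standard error 0.08, adjusted p = 8.94e-04 from edgeR's quasi-likelihood test). Gfi1b (ENSMUSG00000026815, chromosome 2 from 28609450 to 28621982) had 180 ± 16.5 (SD, n = 3) in P2-, 105 ± 25.3 (SD, n = 3) in P2+ and 138 ± 4.98 (SD, n = 3) in WT PreMegEs, and a log2 fold change of -0.76 (standard error 0.15, adjusted p = 4.73e-03 from the same test). Both changes were smaller than 2-fold, and for both genes every P2- library lay above every P2+ library. Replicate 3 had the highest Gfi1b value among the P2+ libraries (134 CPM), and without it the log2 fold change was -0.96. Without P2+ replicate 1 it was -0.68 and without P2+ replicate 2 it was -0.63.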

Interestingly, the transcription factors GATA binding protein 1 (*Gata1*) and Growth Factor Independent 1B (*Gfi1b*) were upregulated in *P2-hCD4*^*-*^ PreMegEs. Both factors are crucial for the normal development of both megakaryocytic and erythroid lineages: deletion of either *Gata1* or *Gfi1b* results in an early block in erythropoiesis at the PreCFUe stage whereas megakaryocytic maturation is impaired resulting in the accumulation of undifferentiated megakaryoblasts [38–41]. It would therefore appear that high *Gfi1b* and/or *Gata1* expression promote erythroid specification whereas lower levels would favor megakaryocytic commitment, but ultimately an increase of both would be required for megakaryocytic maturation and thrombopoiesis. It is therefore highly likely that differential expression of *Gata1* and *Gfi1b* at the PreMegE stage plays a role in Mk/Ery lineage determination and their differential expression may be driven by *P2*-driven RUNX1B.

In order to distinguish “pro-megakaryocytic” and “pro-erythroid” PreMegE subsets in WT mice by alternative means to our reporter line, we screened the list of differentially expressed genes in *P2-hCD4*^*+*^ and *P2-hCD4*^*-*^ PreMegEs for cell surface markers with commercially available antibodies validated for use in flow cytometry (S8A Fig). The majority of selected markers had low RPKM values, with the exception of *Itgb3* (*Cd61*) and *Cd34* (Figs 6C–6E and S8B). However, CD61 protein expression was not detected on *P2-hCD4*^*+*^ and *P2-hCD4*^*-*^ PreMegE cells by flow cytometry (S8C and S8D Fig). By contrast, CD34 expression was approximately 2-fold higher in *P2-hCD4*^*+*^ PreMegEs compared to *P2-hCD4*^*-*^ cells, both in terms of numbers of positive cells and median fluorescence intensity (MFI; Figs 6E and S8D). 

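For Itgb3 (ENSMUSG00000020689, chromosome 11 from 104608000 to 104670476), the RPKM computed from the counts was 30.8 ± 9.67 (SD, n = 3) in P2+, 2.56 ± 1.10 (SD, n = 3) in P2- and 17.0 ± 3.73 (SD, n = 3) in WT PreMegEs. Cd34 (ENSMUSG00000016494, chromosome 1 from 194938819 to 194961279) had an RPKM of 42.9 ± 9.24 (SD, n = 3) in P2+, 6.52 ± 1.19 (SD, n = 3) in P2- and 17.9 ± 2.18 (SD, n = 3) in WT PreMegEs. This RPKM divides by an exonic length of 7290 bases over all annotated Cd34 transcripts, and Cd34 overlaps the antisense gene Gm16897. The log2 fold change of Cd34 between P2+ and P2- PreMegEs was 2.73 (standard error 0.18, adjusted p = 1.11e-05 from edgeR's quasi-likelihood test), with every P2+ library above every P2- library.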

WT CD34^+^ and CD34^-^ PreMegEs were therefore FACS sorted to >95% purity (Fig 6E) and their lineage output and *Runx1* isoform expression elucidated. Importantly, *Runx1 P2* expression was substantially higher in the CD34^+^ PreMegEs compared to the CD34^-^ fraction (S3 Fig). Interestingly, *P1* activity was also increased in the CD34^+^ cells, resulting in a 20% increase in total *Runx1* expression. It is therefore unclear how important expression of the RUNX1B isoform is for the promotion of megakaryopoiesis compared to enhanced RUNX1 expression overall. Indeed, *P2* transcripts were even more highly expressed in WT MkPs, contributing to the highest levels of total *Runx1* in all analyzed HSPCs (S3C Fig). However, *P1* expression was in fact decreased in MkPs compared to PreMegEs, offering additional evidence in favor of a specific pro-megakaryopoiesis role for the *P2-*specified RUNX1B protein.

Akin to *P2-hCD4*^*+*^ PreMegEs, WT CD34^+^ PreMegEs had enhanced CFU-Mk and diminished BFUe activity compared to CD34^-^ cells (Fig 6F). Myeloid co-culture with OP9 stromal cells confirmed these phenotypes, as CD34^+^ PreMegEs produced substantially more CD41^+^ megakaryocytes and fewer Ter119^+^ erythroid cells (Fig 6G and 6H). Single-cell OP9 co-culture revealed the CD34^+^ PreMegE compartment was highly enriched for monopotent “Mk only” progenitors (79.2% versus 41.7%) and bipotent “Mk + Ery” progenitors (20.8% versus 8.3%) compared to the CD34^-^ fraction (S8E Fig). By contrast, monopotent “Ery-only” progenitors accounted for 50% of the CD34^-^ PreMegE cultures but were apparently absent from the CD34^+^ fraction. We have therefore established the existence of prospectively isolatable “pro-megakaryocytic” CD34^+^ and “pro-erythroid” CD34^-^ PreMegE cells in WT mice.

### Deletion of the dominant RUNX1C isoform does not ablate adult hematopoiesis but results in numerous lineage-specific defects

Having established that the *P1-*directed RUNX1C isoform is expressed throughout adult hematopoiesis, we decided to determine how its absence would impact the overall homeostasis of the adult blood system. Previously, we utilized the *P1-GFP* homozygous mouse to investigate the requirement for RUNX1C at the onset of hematopoiesis and found it to be dispensable for hematopoietic commitment [29]. However, this may be due to *P2* being the dominant promoter at this stage. We therefore analyzed hematopoietic populations in adult WT, RUNX1C heterozygous (*P1-GFP/+*) and homozygous knockout (*P1-GFP/GFP*) mice (Fig 7A). Despite the high expression of *P1* in erythroid, myeloid and lymphoid progenitors, we observed no significant perturbation of circulating red or white blood cell numbers upon performing automated cell counts (Fig 7B). Erythroid differentiation appeared to be normal, as peripheral blood hematocrit, hemoglobin concentration and the reticulocyte counts of the RUNX1C null mice were unaltered compared to their WT and heterozygous littermates (S9A–S9C Fig). Similarly, myelo-lymphoid cell fate decisions did not appear to be significantly affected, as the proportions of circulating monocytes, neutrophils and lymphocytes were unaffected (S9D-F). However, a modest but significant decrease in platelet numbers was observed in RUNX1C null mice compared to both the WT and heterozygous animals (Fig 7B). Their plateletcrit was also slightly decreased (albeit not to a significant extent) but the mean platelet volume was unaltered (S9G and S9H Fig). This suggests that, unlike in the conditional total *Runx1* null adult mouse model, platelet maturation is not impaired but specification may be hampered.

**Fig 7:**
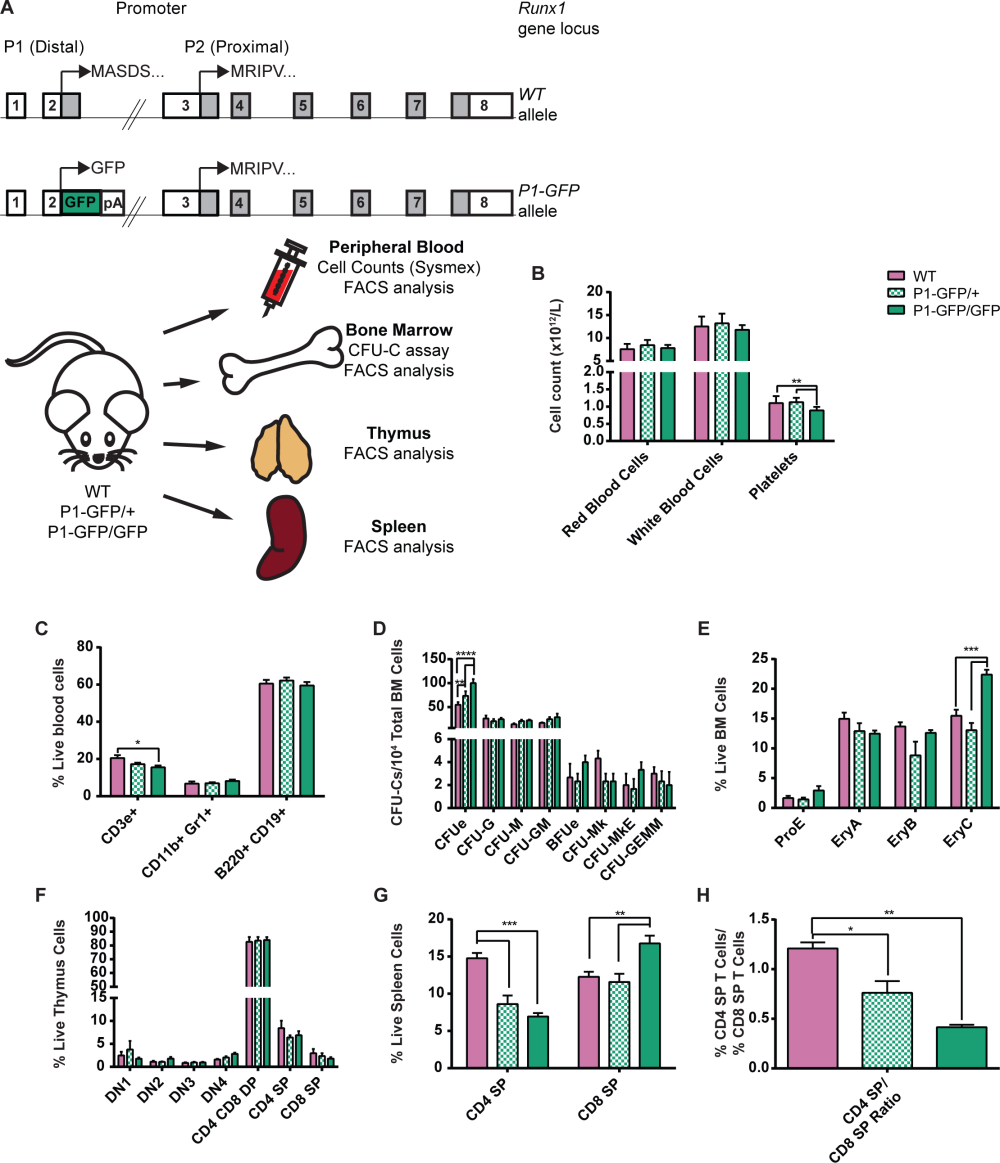
Impact of the absence of *P1*-directed *Runx1* expression on adult hematopoiesis. (A) Top: Schematic diagrams of the *Runx1 WT* (top) and *P1-GFP* (bottom) alleles. Expression of GFP is directed by *Runx1* promoter *P1* but expression of *Runx1* from the *P2* promoter remains intact. Bottom: Schematic diagram of the experimental design for the investigation of the impact of *Runx1 P1* deletion on adult hematopoiesis. Peripheral blood, BM, thymus and spleen samples were collected from adult WT, *P1-GFP* heterozygous (*P1-GFP/+*) and homozygous (*P1-GFP/GFP*) adult mice. All samples were analyzed for mature blood cell surface marker expression. In addition, blood samples were subjected to automated cell counts (Sysmex) and CFU-C assays were performed on unfractionated BM. (B) Peripheral blood cell counts of WT, *P1-GFP/+* and *P1-GFP/GFP* mice as determined by Sysmex automated cell counting. (C) Numbers of CD3e+ T cells, CD11b+ Gr1+ GM cells and B220+ CD19+ B cells as a proportion of total ACK-lysed blood cells from WT, *P1-GFP/+* and *P1-GFP/GFP* mice. (D) CFU-C activity of WT, *P1-GFP/+* and *P1-GFP/GFP* unfractionated ACK-lysed BM following culture in pro-myeloid semi-solid methylcellulose-based medium. (n = 4.) (E) Numbers of erythroid lineage (ProE, EryA, EryB and EryC) cells as a proportion of live unfractionated BM cells. (F) Numbers of T cell lineage populations as a proportion of live unfractionated thymus cells. (G) Numbers of CD4 SP and CD8 SP T cells as a proportion of live unfractionated spleen cells. (H) Ratio of splenic CD4 SP T cells to splenic CD8 SP T cells (n = 4).

FACS analysis of circulating blood cells and BM confirmed the presence of equal proportions of CD11b^+^ Gr1^+^ GM lineage and B220^+^ CD19^+^ B lymphoid cells in WT, *P1-GFP/+* and *P1-GFP/GFP* mice (Figs 7C and S10). However, the numbers of CD3ε^+^ T cells were significantly reduced, suggesting that the absence of RUNX1C partially impairs T cell specification. We therefore analyzed the thymic T cell populations in greater detail and found that CD4/8 DN, DP and SP population numbers were not altered in *P1-GFP/GFP* mice (Fig 7F). However, the ratio of CD4 SP:CD8 SP T cells in the spleen was severely perturbed, as *P1-GFP/GFP* mice had considerably fewer CD4 SP and more CD8 SP T cells compared to WT littermates (Fig 7G and 7H). This therefore suggests that RUNX1C is dispensable for the DN to DP transition, observed to be blocked in total *Runx1* deficient mice [13]. Nonetheless, the RUNX1C knockout recapitulates the defect in CD4 SP and CD8 SP T cell specification observed in total *Runx1+/-* mice, clearly demonstrating an important role for *P1*-driven RUNX1 activity in the T cell lineage [4,42,43].

To determine whether the absence of *P1-*directed RUNX1C expression impacts adult colony-forming HSPC populations, we performed myeloid CFU-C assays on unfractionated BM from WT, *P1-GFP/+* and *P1-GFP/GFP* mice (Fig 7D). GM, MkE and multilineage GEMM colony numbers were unaffected, but RUNX1C null BM cells produced significantly more erythroid CFUe colonies than either the WT or *P1-GFP/+* cultures. FACS analysis of unlysed BM revealed a significant expansion of the EryC population in the RUNX1C null mice, a stage which coincides with almost complete silencing of both the *Runx1 P1* and *P2* promoters (Fig 7E). In combination with the observed mild thrombocytopenia, it appears that the absence of RUNX1C may favor erythroid specification over megakaryopoiesis, a phenotype observed recently in mouse and human HSPCs depleted for total RUNX1 [44]. Overall, *P1-*directed RUNX1C activity may be dispensable for normal adult hematopoiesis but its absence nonetheless results in defects reminiscent of total RUNX1 deficiency.

### Expression of the *AML1-ETO9a* oncogene preferentially induces *Runx1 P2* expression

Increasingly it is becoming apparent that, in addition to a more classically defined tumor suppressor role, WT RUNX1 is required for the promotion of leukemogenesis in certain leukemia subtypes. Notably, AML1-ETO-driven CBF AML appears to be dependent on maintaining WT RUNX1 activity [21,22]. However, although AML1-ETO appears to promote *RUNX1* expression, it is unclear whether AML1-ETO oncogene expression promotes the expression of one *Runx1* promoter over another [45]. To address this question, we utilized a novel mouse model expressing a Doxycycline-inducible *AML1-ETO9a* transgene under the control of a Tetracycline Responsive Element (TRE, Fig 8A). The *AML1-ETO9a* oncogenic transcript is expressed in a majority of t(8;21) AML patients studied and encodes a truncated AML1-ETO protein with enhanced leukemogenic potential [46,47]. We therefore took advantage of our ability to induce *AML1-ETO* expression in adult mice (by administering Doxycycline in the food for 8 days) and studied the impact on *Runx1* isoform expression *in vivo* by isolating AML1-ETO-expressing (AML1-ETO9a-IRES-GFP^+^) and non-expressing (AML1-ETO9a-IRES-GFP^-^) BM HSPCs and quantitating *Runx1* expression through qRT-PCR (Fig 8A). This allowed us to study the effect of *AML1-ETO* expression on WT *Runx1* expression as one of the earliest events at the initiation of leukemogenesis.

**Fig 8:**
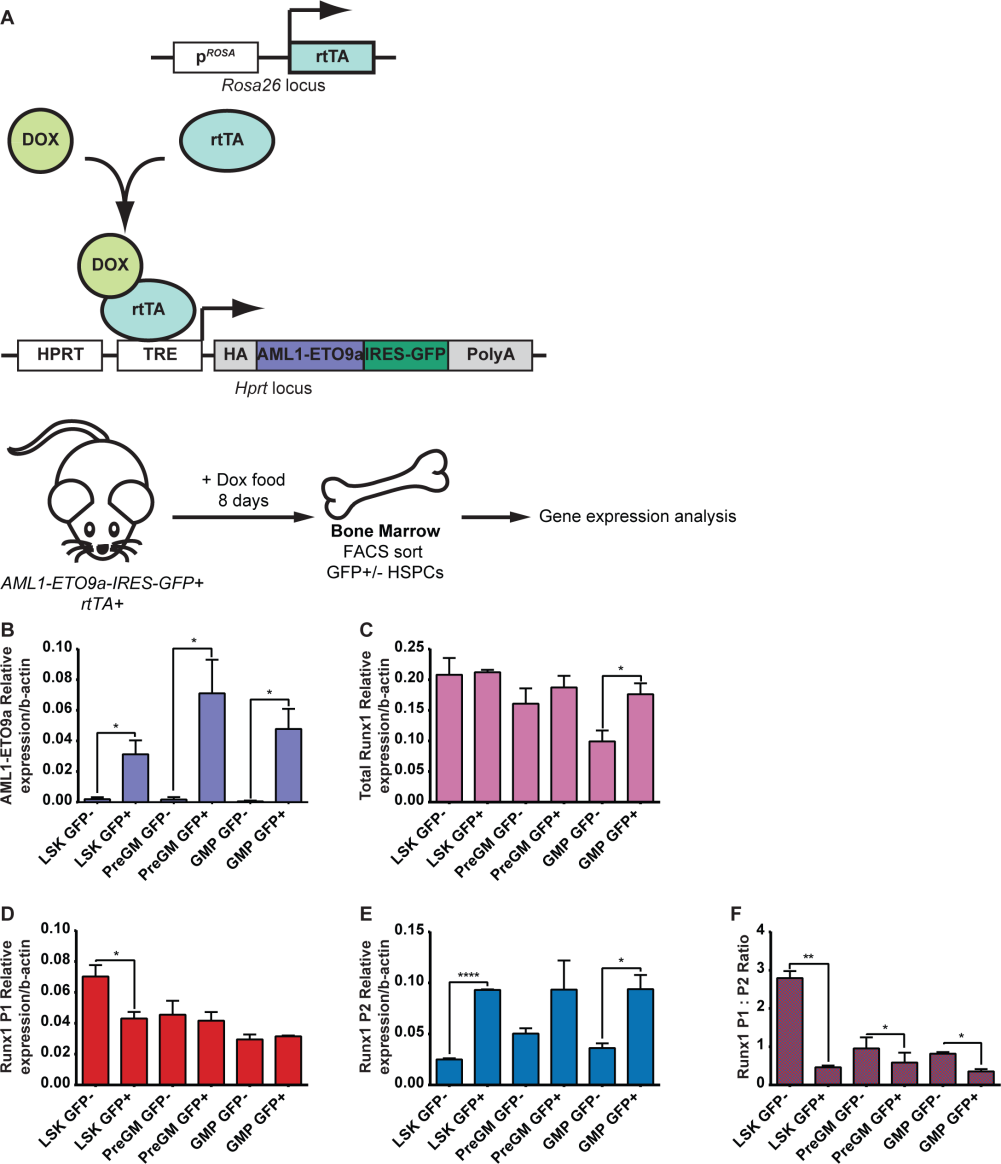
Effect of short-term induction of *AML1-ETO9a* expression on *Runx1* expression in BM HSPCs. (A) Top: Schematic representation of the *Rosa26* and *Hprt* loci in the Doxycycline-inducible AML1-ETO9a GFP mouse model. The reverse tetracycline-controlled transcriptional activator (rtTA) is constitutively expressed under the control of the *Rosa* promoter. Upon binding to Doxycycline, the rtTA is capable of binding to and activating a tetracycline responsive element (TRE) located in the ubiquitously expressed *Hprt* locus, resulting in expression of the hemagglutinin (HA)-tagged AML1-ETO9a::IRES-GFP construct also incorporated into this locus. Bottom: Schematic diagram of the experimental design to induce short-term expression of *AML1-ETO9a* in adult mice by administering Doxycycline in food for 8 days. Bone marrow cells were the harvested and GFP^+^ and GFP^-^ HSPC populations were isolated by FACS sorting for RNA extraction and gene expression analysis. (B-E) Gene expression analysis by qPCR of *AML1-ETO9a* (B), total *Runx1* (C), *Runx1 P1* (D) and *Runx1 P2* (E). (F) Ratio of *Runx1 P1*:*P2* expression (n = 3).

Firstly, we confirmed the presence and absence of *AML1-ETO9a* expression in BM GFP^+^ and GFP^-^ HSPCs respectively (Fig 8B). We chose to analyze LSK, PreGM and GMP cells as the immature HSPC and GM-lineage progenitors contain the leukemia propagating cell fraction in numerous AML patient samples and in a previously described *AML1-ETO* mouse model [48,49]. Whilst in the PreGM, and GMP *Runx1 P1* expression was unperturbed by the expression of *AML1-ETO*, it was in fact decreased by approximately 40% in LSK GFP^+^ cells compared to GFP^-^ (Fig 8D). In all three HSPC populations, however, the presence of *AML1-ETO* resulted in an upregulation of *Runx1 P2* expression (Fig 8E), albeit not to a significant extent in PreGM cells. This resulted in an increase in total *Runx1* expression in the GMP fraction (Fig 8C) but also a significant decrease in the *P1*:*P2* ratio in all three populations, particularly in the LSK compartment, a phenotype associated with enhanced CFU-C activity, particularly in the GM lineage (Fig 8F).

## Discussion

Our understanding of the hematopoietic hierarchy, and of the complexity of cell fate decisions in this system, has been increasingly refined in recent years. For a long time, it was assumed that the most mature shared ancestor for all myeloid populations was the Common Myeloid Progenitor (CMP), until this population was subsequently dissected and shown to be a heterogeneous population containing the PreGM and PreMegE fractions [50,51]. Using the *Runx1 P1-GFP*::*P2-hCD4* dual reporter mouse model, we have now similarly demonstrated further heterogeneity in the PreMegE fraction, prospectively isolating “pro-erythroid” *P2*^*-*^ and “pro-megakaryocytic” *P2*^*+*^ fractions (Fig 9). Moreover, we have successfully identified their equivalents in WT BM as being CD34^-^ and CD34^+^ respectively. CD34, a cell-cell adhesion factor previously characterized as a direct RUNX1 transcriptional target [52] and expressed on vascular-associated tissue and selected HSPCs, was previously used to distinguish the CMP from the Megakaryocyte/Erythroid Progenitor (MEP) [50]. By *in vitro* cell tracing experiments, we have determined that the *P2*^*+*^ PreMegE lies directly downstream of the *P2*^*-*^ PreMegE, apparently contradicting a CMP-based model as this involves downregulation of CD34 expression prior to Mk/Ery lineage commitment. Moreover, we have demonstrated immunophenotypic *P2*^*-*^ PreMegEs can be directly derived from *P2*^*-*^ LSK48F^-^ MPPs, lending weight to the argument that progenitors lose Mk/Ery potential before separation of the GM and lymphoid pathways [32]. In fact, our model goes further, proposing that erythroid potential is downregulated prior even to megakaryocytic potential, either coinciding with or as a direct result of *Runx1 P2* upregulation.

**Fig 9:**
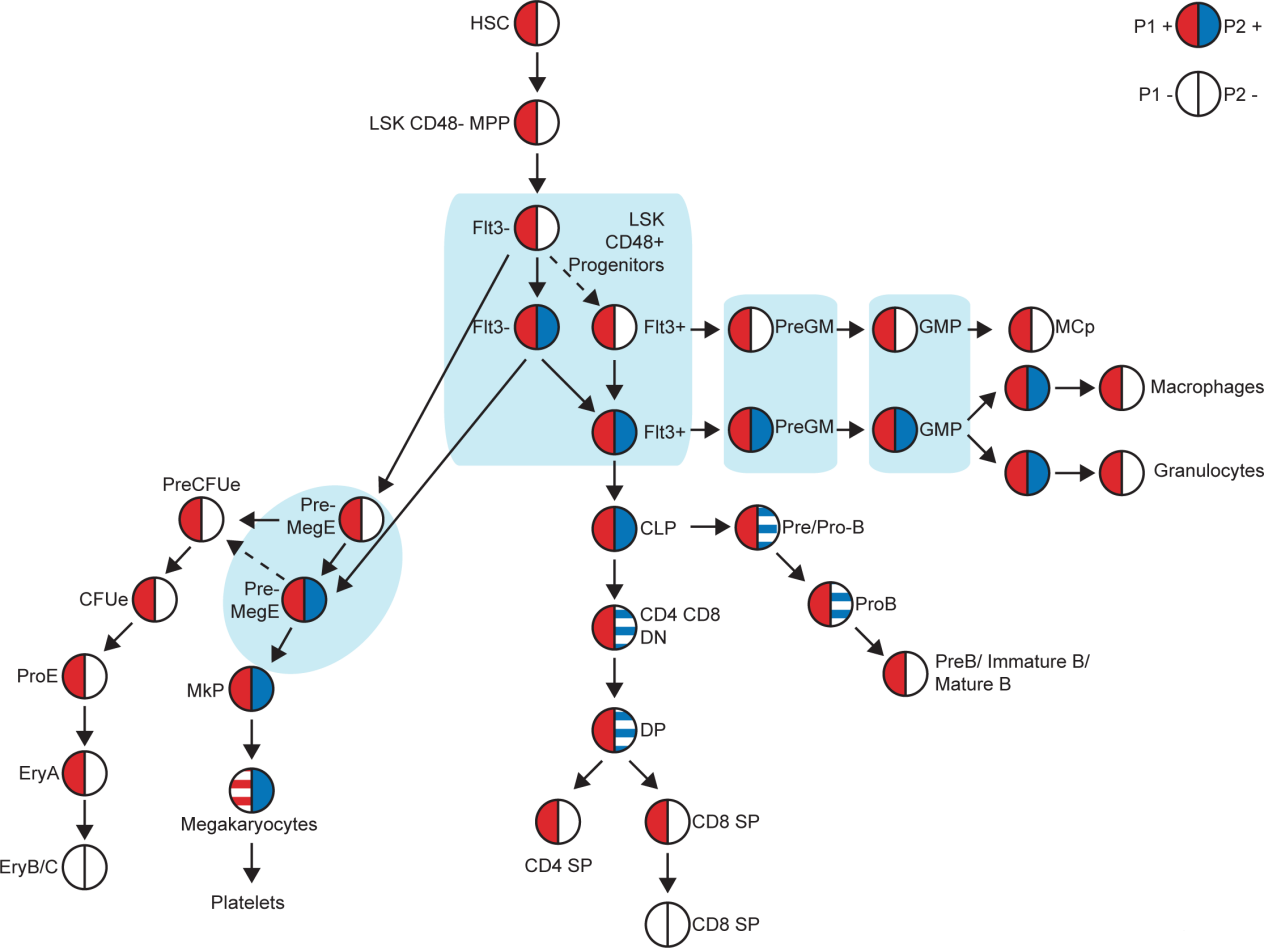
Model of *Runx1 P1* and *P2* expression in adult megakaryocytic/erythroid lineages. *Runx1 P1* (red) and *P2* (blue) expression in adult hematopoietic stem, progenitor and lineage positive cells, as determined using the *P1-GFP*::*P2-hCD4* double knock-in mouse model.

Interestingly, comparative analysis of transcription factor binding motifs by rVISTA [53–56] in the vicinity of the *P1* and *P2* regions revealed the presence of conserved erythroid transcription factor EKLF (KLF1) motifs in the *P1* region but none surrounding *P2* (S11A and S11B Fig). By contrast, FLI1-binding motifs are present in both regions. This is interesting as RUNX1 has recently been implicated in regulating the balance of EKLF and FLI1 activity, which promote Ery and Mk output respectively [44]. In addition, EKLF and FLI1 may in fact act upstream of RUNX1, for example with EKLF directly activating *Runx1 P1* but not *P2* expression, a state which is reinforced by the enhanced EKLF expression in *P1+P2-* pro-erythroid PreMegEs compared to *P1*^*+*^*P2*^*+*^ pro-megakaryocytic PreMegEs. 

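Klf1, which encodes EKLF, had an RPKM of 255 ± 28.0 (SD, n = 3) in P2-, 150 ± 6.97 (SD, n = 3) in WT and 38.5 ± 0.485 (SD, n = 3) in P2+ PreMegEs. Against WT PreMegEs its log2 fold change was 0.77 in P2- (standard error 0.09, adjusted p = 4.20e-04 from edgeR's quasi-likelihood test) and -1.96 in P2+ (standard error 0.08, adjusted p = 2.99e-07). Fli1 (ENSMUSG00000016087, chromosome 9 from 32422204 to 32542861) had an RPKM of 30.8 ± 5.25 (SD, n = 3) in P2-, 76.0 ± 3.56 (SD, n = 3) in WT and 117 ± 12.9 (SD, n = 3) in P2+ PreMegEs. Between P2+ and P2- PreMegEs the log2 fold change of Fli1 was 1.93 (standard error 0.13, adjusted p = 1.32e-05 from the same edgeR test). For both genes the libraries of the 3 groups did not overlap.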

Analysis of ChIP-Seq data from the mouse ENCODE project [53,54,57,58] also reveal some interesting differences in GATA1 and SCL (TAL1) binding to the *P1* and *P2* promoter regions in megakaryocytes and erythroblasts (S11C Fig). GATA1 and TAL1 binding appear largely unchanged in the vicinity of the *P1* promoter in both cell types. By contrast, GATA1 binding is observed at *P2* and GATA1+TAL1 binding approximately 15kb upstream in erythroblasts but not megakaryocytes. It is conceivable, therefore, that GATA1-mediated transcriptional repression of the *P2* promoter occurs in the erythroid lineage, whereas the absence of a GATA1-containing complex enables its derepression and recruitment of activating factors instead.

The high number of differentially expressed genes (>4000) in the *P2*^*-*^ and *P2*^*+*^ PreMegEs lends credence to the hypothesis that they are derived from distinct progenitor ancestors. 

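Over the genes tested between P2+ and P2- PreMegEs, the common biological coefficient of variation between replicates was 18.1%. The changed genes had a median log2 fold change of 1.71 in size, and in 1615 of them the P2+ and P2- libraries did not overlap, where chance gives 10% of genes for 3 libraries against 3 before any selection, and selection by p raises this share by itself. At an unadjusted p under 0.05 from edgeR's quasi-likelihood test, 5926 genes differed. With a test against a 2-fold change in place of a minimum on the estimate, 776 genes passed an adjusted p of 0.05, 585 higher and 191 lower in P2+ PreMegEs.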

Commitment to megakaryocytic or erythroid lineages may even occur earlier, at the HSC level; the *P2*^*-*^ and *P2*^*+*^ MPPs may themselves be derived from pro-erythroid and pro-megakaryocyte HSCs respectively as previously described [59–61]. Regardless of this, the increased purification of phenotypically distinct progenitors within the hematopoietic hierarchy afforded by our model will enable the investigation of molecular mechanisms involved in cell fate decisions with significantly greater precision. In fact the role of RUNX1 in lineage commitment was recently expanded to include promotion of megakaryopoiesis over erythropoiesis through repression of *KLF1* [44]. Overexpression studies were performed solely using a RUNX1B construct and knockdown was non-isoform specific, so it remained unclear how important the isoform specificity is to the process of megakaryocytic or erythroid lineage commitment. Our investigation of the *P1-GFP/GFP* model suggests RUNX1C plays a specific role in these lineages, as its absence means circulating platelet numbers are decreased whereas BM CFUes and EryCs are increased. However, we cannot discount the fact that this phenotype may be due to an overall decrease in RUNX1 protein as opposed to the specific loss of RUNX1C and therefore further studies utilizing either targeted mutagenesis of the two *Runx1* promoters separately or isoform-specific knockdown whilst not impacting the overall level of RUNX1 would be required to explore this possibility.

As previously mentioned, *P1* is the dominant promoter in adult hematopoiesis, being active in all *Runx1*-expressing populations. *P2* expression is far more heterogeneous, confined to immature/progenitor subsets of the GM and lymphoid lineages and megakaryocytes. With the exception of megakaryocytes, it appears that downregulation of *P2* is a prerequisite of terminal differentiation of these lineages. We also observed that, at least in myeloid lineages, *P2*-expression correlates with enhanced CFU-C activity and in the PreMegE specifically with increased proliferation. 

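The largest rises among the cell cycle regulators in P2+ PreMegEs were in Ccna2 (log2 fold change 1.16, standard error 0.13, adjusted p = 1.67e-04 from edgeR's quasi-likelihood test), Ccnd1 (1.15, standard error 0.18), Ccnd3 (1.05, standard error 0.07) and Cdc25c (1.04, standard error 0.18). In each of these 4 genes every P2+ library lay above every P2- library, and each overlaps a gene on the other strand. Ccnb1 (0.88), Ccnb2 (0.86) and Cdk1 (0.79) rose by less than 2-fold, and Ccne1 was lower in P2+ PreMegEs (-1.17, standard error 0.24).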

Numerous cell cycle regulators are upregulated in *P2*^*+*^ PreMegEs, several of which have previously been identified as putative RUNX1-targets. A unique feature of megakaryocytic differentiation is polyploidisation achieved through undergoing numerous abortive cell cycles. Cell cycle activators are therefore highly expressed in these cells, as is *Runx1 P2*. It is also of interest that *P2* expression has previously been observed in newly emerging embryonic HSC-containing hematopoietic clusters but not in the more quiescent BM HSC populations [28]. Despite their distinct roles in hematopoiesis, many parallels have been drawn between the specification of HSCs and megakaryopoiesis [62]. HSCs and MkPs share similar cell surface marker profiles and have numerous regulatory pathways in common [63,64]. These include critical dependence on TPO signaling and hematopoietic transcription factors, including the CBF complex, Ets and HOX-related genes, several of which are upregulated in *P2+* PreMegEs (S4 Table) [62,65]. 

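Of the genes encoding the CBF complex, Runx2 rose in P2+ over P2- PreMegEs by a log2 fold change of 1.26 (standard error 0.10, adjusted p = 2.32e-05 from edgeR's quasi-likelihood test), and Runx2 overlaps the antisense gene Runx2os1. Cbfb (0.46, standard error 0.08) and Runx3 (0.43, standard error 0.09) rose by less than 2-fold. The 18 tested genes of the Ets family had a median of 0.58 (adjusted p = 3.70e-05 from camera in limma), with 10 higher and 0 lower by both the count over all genes tested and the count adjusted over the list alone. Ets1 (2.26, standard error 0.22), Erg (1.38, standard error 0.09) and Etv6 (1.15, standard error 0.07) followed this direction, and Fli1 belongs to the list too. The 12 tested Hox genes had a median of 0.88 (adjusted p = 3.62e-03), with 6 higher and 0 lower over all genes tested and 8 and 0 adjusted over the list alone, and Hoxa10 rose the most (2.08, standard error 0.23). A list of stem cell genes, of which 18 were tested and which shares 3 genes with other lists, had a median of 1.76 (adjusted p = 9.99e-14), with 14 higher and 0 lower over all genes tested and 15 and 0 adjusted over the list alone. With the correlation estimated for each list, the Ets, Hox and stem cell lists did not pass (0.0643, 0.233 and 0.0643 from camera).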

Megakaryocytes appear to have more in common with embryonic than adult HSCs, their production being characterized by CD41 expression and RUNX1-dependency [7,66]. Our observations therefore suggest that expression of *P2-*driven RUNX1B may actively promote cell cycling, with a role in expanding HSPC numbers and is then downregulated to allow terminal differentiation of the B/T/GM and erythroid lineages. It would be of interest to investigate to what extent RUNX1B, and also RUNX1C, indeed directly regulate different transcriptional targets and the mechanisms through which they may achieve this.

In addition to erythroid progenitors, mast cell progenitor specification did not appear to require *P2* expression. Intriguingly, both are lineages which do not appear to be adversely affected by the absence of *Runx1*; complete ablation of *Runx1* in adult mice has no impact on peripheral red blood cell numbers, whereas mast cell development is normal in *Runx1 P1-*null mice [14,67]. Whether this suggests *Runx1* expression is entirely incidental in these lineages will need to be investigated further.

The requirement for WT RUNX1 activity in AML has been extensively studied in recent years. In AML1-ETO CBF AML in particular, a balance of AML1-ETO and RUNX1 expression must be maintained to promote stem cell gene expression and repress differentiation-associated gene expression [68]. Moreover, it appears AML1-ETO may directly regulate *Runx1* expression, as depletion of AML1-ETO leads to a decrease in *RUNX1* levels in Kasumi1 cells [45]. However, whether expression of *P1* or *P2* was favored in this context had not been investigated. By utilizing an inducible AML1-ETO mouse model, we were able to establish that AML1-ETO expression resulted in a specific upregulation of *Runx1 P2*. We have found *P2* expression coincides with enhanced CFU activity and proliferation in HSPCs. Ben-Ami *et al*. previously demonstrated RUNX1 enhances the viability of preleukemic AML1-ETO-expressing cells [21], therefore it may be that RUNX1B activity specifically enhances a preleukemic phenotype in emerging CBF AML leukemia propagating cells. Interestingly, Trombly *et al*. observed the recruitment of AML1-ETO to *P1* and the *+23* enhancer but not to *P2* in Kasumi1 cells [45]. Therefore, the mechanism of AML1-ETO’s activation of *P2* is of considerable interest. AML1-ETO may directly activate *P2*, potentially via the *+23* enhancer or it may instead promote expression of other transcriptional activators which enhance *P2* activity. Alternatively, AML1-ETO may directly repress *P1*, resulting in a compensatory upregulation of *P2* by a secondary mechanism. These possibilities will all need to be explored further.

## Materials and Methods

### Mice

*P1-GFP*::*P2-hCD4* and *P1-GFP* mice have previously been described [29]. The *AML1-ETO9a-IRES-GFP/rtTA* mice were generated as follows: HA-tagged AML1-ETO9a cDNAs (provided by the Zhang laboratory [47]) were subcloned into a tet-ON vector in front of an IRES-GFP as described [69]. Ainv18 ES cells [69] (which constitutively express the rtTA under the control of the *Rosa26* promoter) were then transfected with this tetracycline-inducible *AML1-ETO9a* construct by electroporation and stably transfected clones were selected with G418 (0.5mg/ml, Life Technologies) for 10–14 days. Chimeric mice were then generated by injecting *AML1-ETO9a-IRES-GFP/rtTA* ES cells into C57BL6J blastocysts. To induce *AML1-ETO9a-IRES-GFP* expression, 12 week-old mice were fed irradiated diet supplemented with 545mg/kg Doxycycline (ssniff Spezialdiäten GmbH) for 8 days prior to humane culling and tissue collection. All animal work was performed under regulations governed by UK Home Office Legislation under the Animals (Scientific Procedures) Act 1986. Details of animal husbandry and tissue collection are listed in S1 File.

### Flow cytometry analysis and cell sorting

Dead cells were excluded using either 0.5μg/ml 7-Aminoactinomycin D (7-AAD, eBioscience) or 1μg/ml Hoechst 33258 (Life Technologies). Biotinylated antibody staining was detected by a secondary incubation step with fluorochrome-conjugated Streptavidin. Prior to flow sorting of HSPCs, bone marrow cells stained with biotinylated anti-lineage antibodies were lineage-depleted using anti-biotin-conjugated magnetic beads (Miltenyi) and then stained with additional antibodies, including conjugated streptavidin. Red blood cell depletion was performed by treatment with ACK lysis buffer (154mM ammonium chloride, 9.99mM potassium bicarbonate, 0.110mM EDTA) for 5 minutes at room temperature, followed by quenching with Phosphate-Buffered Saline (PBS).

Details of flow cytometry antibodies and reagents are listed in S1 Table. Details of flow cytometry antibody combinations used for each analysis or sort are listed in S2 Table.

For cell cycle analysis, *in vivo* EdU incorporation was performed by injecting 1.125mg EdU dissolved in PBS intraperitoneally into adult mice. After two hours, bone marrow was harvested and stained with hematopoietic stem and progenitor cell surface markers as detailed in S2 Table. Cells were then stained using the Click-iT EdU Alexa Fluor 647 Flow Cytometry Assay Kit (Life Technologies). Total DNA was stained with 1μg/ml FxCycle Violet Stain (Life Technologies).

Cells were analyzed using a LSR-II or LSR-II Fortessa analyzer, a FACSAria-II cell sorter or a FACSAria-III cell sorter (BD).

### Automated peripheral blood counts

Tail vein blood (no more than 50μl per mouse) was sampled from 12 week old mice using heparinized end-to-end Micro Pipettes (Vitrex) and analyzed on a Sysmex XT 2000i analyzer, according to the manufacturer’s instructions.

### Cell culture

#### OP9 and OP9-DL1 co-culture

Cells were cultured in 5% CO_2_ and 5% O_2_ at 37°C. Mouse OP9 stromal cells were maintained in Alpha-MEM (Lonza) supplemented with 10% fetal bovine serum (FBS, Sigma-Aldrich), 2mM L-glutamine (Gibco), 1x Penicillin-Streptomycin (Sigma-Aldrich) and were routinely tested for mycoplasma contamination. For myeloid OP9 co-culture PreMegE and LSK48F- MPPs were seeded on mouse OP9 stromal cells (approximately 5000/ml) at a density of approximately 2000 cells/ml in IMDM (Lonza) supplemented with 10% Fetal Bovine Serum (FBS) for Mouse Myeloid Colony-Forming Cells (StemCell Technologies), 0.45mM monothioglycerol (MTG, Sigma-Aldrich), 2mM L-glutamine (Gibco), 1x Penicillin-Streptomycin (100U/ml Penicillin, 100μg/ml Streptomycin, Sigma-Aldrich), 2U/ml erythropoietin (Eprex, Janssen-Cilag Ltd), and medium conditioned by cell lines producing IL3, TPO and Stem Cell Factor (SCF) (1% final concentration). PreMegEs were cultured for 7 days and LSK48F- MPPs for 8 days before being harvested and stained for myeloid cell surface markers (TER119, CD41, GR1 and CD11B as detailed in S2 Table). For single cell co-culture, single PreMegE cells were directly sorted into 96-well plate wells containing 100μl of the above medium and approximately 500 OP9 cells and cultured for 7 days before positive wells were assessed by microscopy and FACS analyzed as above.

For B cell and T cell co-culture LSK48F- MPPs were seeded on mouse OP9 and OP9-DL1 stromal cells respectively at a density of approximately 2000 cells/ml in IMDM supplemented with 20% FBS (Harlan), 2mM L-glutamine, 1x Penicillin-Streptomycin, 5ng/ml FLT3L (PeproTech) and 1ng/ml IL7 (PeproTech). Cultures were passed into fresh media every 4–5 days for 21 days (with IL7 concentrations reduced to 0.25ng/ml in OP9-DL1 co-cultures from day 12 onwards) and harvested and stained for B and T cell surface markers (CD45R (B220), CD19, CD4 and CD8A as detailed in S2 Table).

#### Short-term culture of HSPCs

Purified PreGM, GMP and PreMegE cells were cultured at 37°C in 5% CO_2_ and atmospheric O_2_ for 6–18 hours in pro-myeloid medium (IMDM supplemented with 10% FBS for Mouse Myeloid Colony-Forming Cells, 10% Protein-free hybridoma medium (PFHM-II, Gibco), 180μg/ml Transferrin (Roche Diagnostics), 0.45mM MTG, 50ng/ml ascorbic acid (Sigma-Aldrich), 2mM L-glutamine, 1x Penicillin-Streptomycin, 4U/ml erythropoietin, 5ng/ml IL11 (R&D Systems), 10ng/ml IL6 (R&D Systems), 10ng/ml M-CSF (R&D Systems) and medium conditioned by cell lines producing IL3, GMCSF, TPO and SCF (1% final concentration)). Purified LSK48F- MPPs were cultured for 12–24 hours in Alpha MEM (Lonza) supplemented with 10% FBS, 0.45mM MTG, 2mM L-glutamine, 1x Penicillin-Streptomycin, 1U/ml erythropoietin, and medium conditioned by cell lines producing IL3, TPO and SCF (1% final concentration)) (adapted from [70]). Cells were then harvested and stained with either LSK HSPC markers or myeloid progenitor markers as described in S2 Table.

For longer-term culture (7–11 days), PreGM and GMP cells were cultured in pro-myeloid medium as described above before being harvested and stained with GM and mast lineage markers (CD11B, GR1, F4/80, C-KIT and FCΕR1Α as detailed in S2 Table).

Sorted MkP cells were cultured for 4 days in pro-myeloid medium (see above).

#### Hematopoietic colony-forming assays

Methylcellulose colony-forming assays were performed as previously described [71], except 10% (FBS) (StemCell Technologies) was added in place of the Fetal Bovine Plasma-derived Serum Platelet Poor (PDS). 200 PreMegEs or 50 LSK48F- MPPs were plated per dish in duplicate. CFUes were scored after 3–4 days and other colonies after 8 days under a microscope (DM IL; Leica). Megakaryocyte-specific colony-forming assays were performed by plating 1000 MkPs or PreMegEs in MegaCult^TM^ medium (StemCell Technologies). Cells were cultured, fixed, stained and analyzed according to the manufacturer’s protocols.

### Gene expression

#### Quantitative PCR

RNA was extracted using the RNeasy Plus Micro Kit (QIAGEN). Complementary DNA was synthesized using the SuperScript III First-Strand Synthesis System (Life Technologies). Quantitative PCR (qPCR) was performed using Universal ProbeLibrary assays (Roche); primers and probes are listed in S3 Table. With the exception of TER119+ erythroid and CD11b+ GR1+ GM lineage cells, expression values were normalized to *beta-actin* (*b-actin*). Owing to the significant variation of *b-actin* in these lineages, total *Runx1* expression in these compartments was calculated relative to input and normalized to the level in CD11b+ GR1+ cells. To determine the relative contributions of *Runx1 P1* and *P2* transcripts to total *Runx1* expression, the relative efficiencies of the qPCR primers were calculated in a titration experiment using known quantities of *P1* and *P2*-expressing plasmid template DNA.

#### RNA sequencing

Tissues from 3 mice were pooled per sample. Total RNA was extracted from purified PreMegEs as described above. Indexed PolyA libraries were prepared using 50ng of total RNA and 16 cycles of amplification in the Agilent SureSelect Strand-Specific RNA Library Prep Kit for Illumina Sequencing (Agilent). Libraries were quantified by qPCR using a KAPA Library Quantification Kit for Illumina platforms (Kapa Biosystems Inc.). Paired-end 75bp sequencing was carried out by clustering 1.7pM of the pooled libraries on a NextSeq 500 sequencer (Illumina Inc.) for 3 biological replicates per population. Details of sequence data analysis are given in S1 File.

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [72] and are accessible through GEO series accession number GSE68958.

### Statistical analysis

Flow cytometry plots display the mean values of each indicated population. Unless otherwise indicated, data were evaluated using an Ordinary 2-way ANOVA and expressed as mean ± standard error of the mean (SEM). *P*<0.05 was considered statistically significant.

*P<0.05, **P<0.01, ***P<0.001, ****P<0.0001

## Supporting Information

S1 Fig Immunophenotypic characterization of BM, spleen and thymus hematopoietic lineage positive populations. (Related to Fig 2) (A–F) Contour plots of lineage marker expression in adult BM (A, B, C), spleen (D and F) and thymus (E). (A) CD71/Ter119 expression of live cells (left) and CD71 expression/FSC of Ter119 high cells (right) in BM. (B) CD11b/Gr1 (left) and CD11b/F4/80 (right) expression in live BM cells. (C) B220/CD11b+CD3ε+Ter119 expression in live cells (left), cKit/CD19 expression in B220^+^ cells (middle) and IgM/IgD expression in B220^+^ CD19^+^ cKit^-^ cells (right) in BM. (D) B220/CD19 expression in live cells (left) and IgM/IgD expression in B220^+^ CD19^+^ cells (right) in spleen. (E) CD4/CD8a expression in live cells (left) and CD25/CD44 expression in CD4 CD8 double negative (DN) cells (right) in thymus. (F) CD4/CD8a expression in live spleen cells.
(PDF) Click here for additional data file.

S2 Fig Comparative *Runx1* expression in WT mature lineage positive populations. (Related to Fig 2) (A-C) Gene expression analysis of *Runx1 P1* and *Runx1 P2* as a proportion of total *Runx1* in erythroid and GM (A), B (B) and T (C) cell lineage populations isolated from WT BM, spleen and thymus. (n = 3.) Owing to the high variability in *b-actin* expression in mature erythroid and GM blood cells, gene expression values for these populations were normalized to input and expressed relative to CD11b+ Gr1+ cells. Otherwise gene expression is depicted relative to *b-actin*.
(PDF) Click here for additional data file.

S3 Fig *Runx1* expression in WT BM HSPCs. (Related to Figs 3–6) (A-C) Gene expression analysis of total *Runx1* (A), *Runx1 P1* (B) and *Runx1 P2* (C) in Lin- cKit+ HSPC populations isolated from WT BM, normalized to *b-actin* (n = 3).
(PDF) Click here for additional data file.

S4 Fig *In vitro* tracing of *WT* and *P1-GFP*::*P2-hCD4/+* LSK48F- hematopoietic progenitors. (Related to Fig 3) Representative FACS plots of LSK48F^-^ MPPs following 18 hours *in vitro* myeloid culture. (A) Lin, cKit/Sca1, CD150/CD41, CD16/32 and Endoglin/CD150 expression of WT, P2^+^ and P2^-^ cultured LSK48F^-^ cells. (B) P1-GFP/P2-hCD4 expression of LSK48F^-^ derived immunophenotypic LSK and PreMegE cells (n = 3).
(PDF) Click here for additional data file.

S5 Fig *In vitro* differentiation of *WT* and *P1-GFP*::*P2-hCD4/+* PreGM and GMP progenitors. (Related to Fig 4) (A–B) Top: FACS plots of CD11b/F4/80 and cKit/FcεR1α expression of day 11 cultured PreGM (A) and GMP (B) cells. Bottom: quantification of GM subsets following 7 and 11 days culture. (n = 4). (C) P1-GFP/P2-hCD4 expression in the BM Lin^-^ cKit^+^ Sca1^-^ FcεR1α^-^ CD27^-^ Ly6c^-^ Integrin Beta7^+^ MCp. (Representative of 3 independent experiments.) (D-E) Representative FACS plots of PreGMs (D) and GMPs (E) following 12 hours *in vitro* myeloid culture. (D) CD16/32/CD150, Endoglin/CD150 and P1-GFP/P2-hCD4 expression of PreGM-derived cells. (E) CD16/32/Cd150 and P1-GFP/P2-hCD4 of GMP-derived cells. (n = 3)
(PDF) Click here for additional data file.

S6 Fig Cell cycle and clonal analysis of *WT* and *P1-GFP*::*P2-hCD4/+* Mk/Ery Progenitors. (Related to Fig 5) (A) CFU-C activity of *WT* and *P1*^*+*^ *P2*^*+*^ MkPs following culture in MegaCultTM medium. (n = 5). (B) Cell cycle status of *WT*, *P1*^*+*^ *P2*^*-*^ and *P1*^*+*^ *P2*^*+*^ PreMegEs, as determined by in vivo EdU incorporation and DNA content analysis. (n = 3). (C) Table showing the clonal analysis of *P1*^*+*^ *P2*^*-*^ and *P1*^*+*^ *P2*^*+*^ PreMegEs. Shown are the numbers of positive wells at day 7 of OP9 co-culture relative to the numbers of single PreMegE cells plated on day 0 and the proportion of wells that contained CD41^+^ cells (Mk only), Ter119^+^ cells (Ery only) or CD41^+^ and Ter119^+^ cells (Mk + Ery). Data are compiled from 5 independent experiments.
(PDF) Click here for additional data file.

S7 Fig Global gene expression analysis of *P2-* and *P2+* PreMegEs. (Related to Fig 6) (A) Principal component analysis of the RNA Seq expression data from WT, P2^-^ and P2^+^ PreMegE cells. (B-D) Heat maps depicting expression of gene sets from GSEA plots (displayed in Fig 6B) in P2^-^ and P2^+^ PreMegE cells. (E–F) Diseases/functions upregulated (E) or downregulated (F) in P2^+^ PreMegEs compared to P2^-^ PreMegEs as determined by IPA. (G–H) Signaling pathways activated (G) or inhibited (H) in P2^+^ PreMegEs compared to P2^-^ PreMegEs as determined by IPA.
(PDF) Click here for additional data file.

S8 Fig Candidate *P2+* PreMegE cell surface markers and clonal analysis of CD34+/- WT PreMegEs. (Related to Fig 6) (A) Log fold change (counts) of cell surface markers in P2^+^ PreMegEs compared to P2^-^ PreMegEs as determined by RNA Seq. (B) RPKM values of cell surface markers in WT, P2^-^ and P2^+^ PreMegEs. (n = 3). (C) Representative FACS plot of CD61 expression in P2^+^ and P2^-^ PreMegEs. (n = 2). (D) Ratio of median fluorescence intensity (MFI) and percentage of positive cells for CD61 and CD34 protein expression in P2^+^ PreMegEs compares to P2^-^ PreMegEs, determined by FACS. (n = 2). (E) Table showing the clonal analysis of CD34^+^ and CD34^-^ *WT* PreMegEs. Shown are numbers of positive wells at day 7 of OP9 co-culture relative to the numbers of single PreMegE cells plated on day 0 and the proportion of wells that contained CD41^+^ cells (Mk only), Ter119^+^ cells (Ery only) or CD41^+^ and Ter119^+^ cells (Mk + Ery). Data are compiled from 3 independent experiments.
(PDF) Click here for additional data file.

S9 Fig Additional parameters derived from Sysmex analysis of peripheral blood from *Runx1 P1* null adult mice. (Related to Fig 7) (A-H) Quantitation of Hematocrit (A), Total hemoglobin concentration (B), Reticulocyte count (C), Monocyte count (D), Neutrophil count (E), Lymphocyte count (F), Plateletcrit (G) and Mean Platelet Volume (H) in peripheral blood of *WT*, *P1-GFP/+* and *P1-GFP/GFP* mice. (n = 4)
(PDF) Click here for additional data file.

S10 Fig FACS analysis of mature GM and B cell lineage cells in *Runx1 P1* null adult mice. (Related to Fig 7) (A—B) Numbers of GM (A) and B (B) lineage cells as a proportion of live ACK-lysed BM cells. (C) Numbers of B lineage cells as a proportion of live ACK-lysed spleen cells (n = 4).
(PDF) Click here for additional data file.

S11 Fig *In silico* analysis of potential Mk/Ery transcription factor binding motifs in the *Runx1 P1* and *P2* promoter regions. (A-B) rVISTA analysis of EKLF, FLI1, GATA1 and TAL1 binding motifs located in regions surrounding *Runx1 P1* (A) and *Runx1 P2* (B). Top, Blue: All motifs found in the mouse loci. Top, Green: Motifs conserved between mouse and human. Middle: Genetic conservation between mouse and human loci. Bottom: Schematic of mouse *Runx1* locus, aligned to conservation map. (C) UCSC Browser tracks of mouse *Runx1* locus, featuring GATA1 and TAL1 ChIP-seq data (performed in megakaryocytes and erythroblasts) acquired by the Mouse ENCODE Project, aligned to UCSC *Runx1* transcripts and vertebrate genetic conservation data.
(PDF) Click here for additional data file.

S1 Table Details of flow cytometry reagents. (DOCX) Click here for additional data file.

S2 Table Antibody combinations used for FACS analysis and sorting. (DOCX) Click here for additional data file.

S3 Table Primers and probes used for qPCR. (DOCX) Click here for additional data file.

S4 Table Differentially expressed genes in *P2-* and *P2+* PreMegEs. (XLSX) Click here for additional data file.

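S4 Table lists genes with the paper's log fold change in counts between P2+ and P2- PreMegEs. In the part of it used here, 3908 entries, 1819 have a log2 fold change of at least 1 in size by the paper's values, 1365 of them upregulated in P2+ and 454 in P2- PreMegEs. For 3823 entries a log2 fold change was also fitted from the counts here, and the median absolute difference from the paper's value was 0.0018 on the log2 scale. Of the genes changed between the fractions here, 1606 are among these 1819. The first 2 genes in each direction of the table lie at the limit of detection in 1 fraction. Cysltr1 and Fcer1a, at or under 3 counts in every P2- library, were at least 8.40-fold and at least 8.00-fold higher in P2+ PreMegEs. Mt2, which overlaps Gm45774 on the other strand, and BC021614, at or under 3 counts in every P2+ library, were at least 36.4-fold and at least 8.16-fold lower.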

S1 File Supplemental methods and references. (DOCX) Click here for additional data file.

# Supplementary material for: RUNX1B Expression Is Highly Heterogeneous and Distinguishes Megakaryocytic and Erythroid Lineage Fate in Adult Mouse Hematopoiesis
**Source:** PLoS Genet. 2016 Jan 25;12(1):e1005814. doi: 10.1371/journal.pgen.1005814
**Supplement:** S3 Fig — (Related to Figs 3–6) (A-C) Gene expression analysis of total Runx1 (A), Runx1 P1 (B) and Runx1 P2 (C) in Lin- cKit+ HSPC populations isolated from WT BM, normalized to b-actin (n = 3).

**A**

Total Runx1 Relative Expression/b-actin

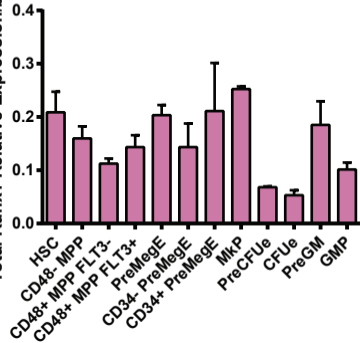**B**

Runx1 P1 Relative Expression/b-actin

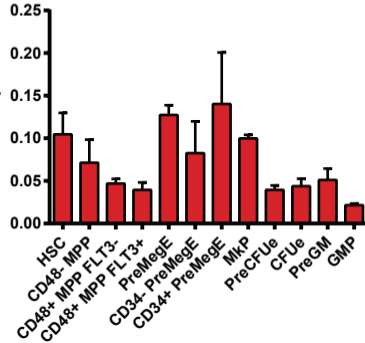**C**

Runx1 P2 Relative Expression/b-actin

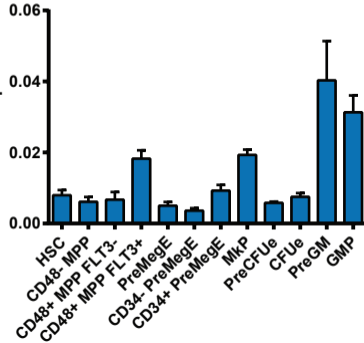**S3 Fig.**

# Supplementary material for: RUNX1B Expression Is Highly Heterogeneous and Distinguishes Megakaryocytic and Erythroid Lineage Fate in Adult Mouse Hematopoiesis
**Source:** PLoS Genet. 2016 Jan 25;12(1):e1005814. doi: 10.1371/journal.pgen.1005814
**Supplement:** S1 Table

**S1 Table. Details of Flow Cytometry Reagents**

| **Antibody** | **Conjugation** | **Clone** | **Reactivity** | **Host Species** | **Company** |
| --- | --- | --- | --- | --- | --- |
| CD3Ε | Biotin/APC/PE | 145-2C11 | Mouse | Armenian Hamster | eBioscience |
| CD4 | Biotin/eFluor 450 | GK1.5 | Mouse | Rat | eBioscience |
| CD4 | PE Alexa Fluor 610 | S3.5 | Human | Mouse | Invitrogen |
| CD4 | Alexa Fluor 700 | RPA-T4 | Human | Mouse | Biolegend |
| CD4 | APC/PE Cy7 | SK3 | Human | Mouse | eBioscience |
| CD5 | Biotin | 53-7.3 | Mouse | Rat | eBioscience |
| CD8A | Biotin/PerCPCy5.5 | 53-6.7 | Mouse | Rat | eBioscience |
| CD11B (MAC1) | Biotin/APC/  APC eFluor 780 | M1/70 | Mouse | Rat | eBioscience |
| CD16/CD32 (FCGRII/III) | Purified/Biotin/  PE Cy7/  Alexa Fluor 700/PE | 93 | Mouse | Rat | eBioscience |
| CD19 | APC eFluor 780/PE Cy7 | 1D3 | Mouse | Rat | eBioscience |
| CD25 | APC | PC61.5 | Mouse | Rat | eBioscience |
| CD27 (TNFRSF7) | Biotin | LG.7F9 | Human, Mouse, Rat | Armenian Hamster | eBioscience |
| CD34 | eFluor 660 | RAM34 | Mouse | Rat | eBioscience |
| CD41 | Biotin/APC/PE Cy7 | MWReg30 | Mouse | Rat | eBioscience |
| CD44 (PGP-1) | PE Cy7 | IM7 | Human, Mouse | Rat | eBioscience |
| CD45R (B220) | Biotin/PE/eFluor 450 | RA3-6B2 | Human,  Mouse | Rat | eBioscience |
| CD48 | APC | HM48-1 | Mouse | Armenian  Hamster | eBioscience |
| CD61 | APC | 2C9.G2 | Mouse, Rat | Armenian Hamster | Biolegend |
| CD71 (Transferrin Receptor) | Biotin | R17217 | Mouse | Rat | eBioscience |
| CD105 (Endoglin) | Biotin | MJ7/18 | Mouse | Rat | eBioscience |
| CD105 (Endoglin) | Pacific Blue | MJ7/18 | Mouse | Rat | Biolegend |
| CD117 (C-KIT) | APC eFluor 780 | 2B8 | Mouse, Pig | Rat | eBioscience |
| CD127 (IL7RA) | eFluor 450 | A7R34 | Mouse | Rat | eBioscience |
| CD135 (FLT3) | PE | A2F10 | Mouse | Rat | eBioscience |
| CD150 (SLAMF1) | Biotin/PE/PerCPCy5.5 | TC15-12F12.2 | Mouse | Rat | Biolegend |
| FCΕR1Α | Biotin/PE | MAR-1 | Mouse | Armenian Hamster | eBioscience |
| F4/80 | PE | BM8 | Mouse | Rat | eBioscience |
| IGD | Biotin | 11-26c | Mouse | Rat | eBioscience |
| IGM | APC | II/41 | Mouse | Rat | eBioscience |
| Integrin Beta 7 | PE | FIB504 | Human, Mouse | Rat | eBioscience |
| LY-6A/E (SCA1) | Biotin/Alexa Fluor 700/  PerCPCy5.5 | D7 | Mouse | Rat | eBioscience |
| LY-6C | eFluor 450 | HK1.4 | Mouse | Rat | eBioscience |
| LY-6G (GR1) | Biotin/PE Cy7 | RB6-8C5 | Mouse | Rat | eBioscience |
| TER119 | Biotin/PE | TER-119 | Mouse | Rat | eBioscience |
|  |  |  |  |  |  |
| **Reagent** | **Conjugation** | **Company** |  |  |  |
| Hoechst 33258 |  | Invitrogen |  |  |  |
| Streptavidin | PE Cy7/PerCP | eBioscience |  |  |  |
| Streptavidin | Pacific Orange | Invitrogen |  |  |  |
| 7-AAD |  | eBioscience |  |  |  |

7-AAD: 7-Aminoactinomycin D

APC: Allophycocyanin

Cy: Cyanine

PerCP: Peridinin Chlorophyll Protein

# Supplementary material for: RUNX1B Expression Is Highly Heterogeneous and Distinguishes Megakaryocytic and Erythroid Lineage Fate in Adult Mouse Hematopoiesis
**Source:** PLoS Genet. 2016 Jan 25;12(1):e1005814. doi: 10.1371/journal.pgen.1005814
**Supplement:** S2 Table

**S2 Table. Antibody combinations used for FACS analysis and sorting (see S1 table for clone and supplier details)**

| **Panel (refers to Figure no.)** | **Identified Populations** | **Primary Antibody/conjugate** | **Secondary Antibody/conjugate** |
| --- | --- | --- | --- |
| Total BM, spleen and thymus cells (Fig. 1B) | *Runx1* P1-GFP and P2-hCD4 expression in unfractionated BM, spleen and thymus | Anti-human CD4/PE Alexa Fluor 610 |  |
| BM Ery cells (Fig. 2A-B, 7E, S1A) | ProE  EryA  EryB  EryC | Anti-mouse CD71/Biotin  Anti-mouse Ter119/PE  Anti-human CD4/PE Alexa Fluor 610 | Streptavidin/PE Cy7 |
| BM GM cells (Fig. 2C-D, S1B, S10A) | CD11b+ Gr1 high  CD11b+ Gr1-/low  CD11b+ F4/80+ | Anti-mouse CD11B/APC  Anti-mouse Gr1/PE Cy7  Anti-mouse F4/80/PE  Anti-human CD4/PE Alexa Fluor 610 |  |
| BM and Spleen B cells (Fig. 2E-H, S1C-D, S10B-C) | Pre-Pro-B  Pro-B  Pre-B  Immature B  Mature B | Anti-mouse CD11B/PE  Anti-mouse CD3Ε/PE  Anti-mouse TER119/PE  Anti-mouse B220/eFluor 450  Anti-mouse C-KIT/APC eFluor 780  Anti-mouse CD19/PE Cy7  Anti-mouse IGM/APC  Anti-mouse IGD/biotin  Anti-human CD4/PE Alexa Fluor 610 | Streptavidin/Pacific Orange |
| Spleen and Thymus T cells (Fig. 2I-L, 7F-H, S1E-F) | DN1  DN2  DN3  DN4  CD4 CD8 DP  CD4 SP  CD8 SP | Anti-mouse CD4/eFluor 450  Anti-mouse CD8A/PerCPCy5.5  Anti-mouse CD44/PE Cy7  Anti-mouse CD25/APC  Anti-human CD4/PE Alexa Fluor 610 |  |
| BM LSK CD48- (Fig. 3A, C) | HSC  CD48- MPP | Lineage Cocktail: (anti-mouse CD3Ε/biotin, CD4/biotin, CD5/biotin, CD8A/biotin, B220/biotin, GR1/biotin, CD11B/biotin, TER119/biotin)  Anti-mouse CKIT/APC eFluor 780  Anti-mouse SCA1/PerCPCy5.5  Anti-mouse CD150/PE  Anti-mouse CD48/APC  Anti-human CD4/PE Cy7 | Streptavidin/Pacific Orange |
| BM LSK CD48+ (Fig. 3A, C) | CD48+ FLT3- MPP  CD48+ FLT3+ MPP | Lineage Cocktail  Anti-mouse CKIT/APC eFluor 780  Anti-mouse SCA1/PerCPCy5.5  Anti-mouse FLT3/PE  Anti-mouse CD48/APC  Anti-human CD4/PE Cy7 | Streptavidin/Pacific Orange |
| BM CLP (Fig. 3B-C) | CLP | Lineage Cocktail  Anti-mouse SCA1/PerCPCy5.5  Anti-mouse CD127/eFluor 450  Anti-mouse CKIT/APC eFluor 780  Anti-human CD4/APC | Streptavidin/Pacific Orange |
| B and T cell OP9/OP9-DL1 co-culture (Fig. 3D) | Cultured B220+ CD19+ and CD4 CD8 DP cells | Anti-mouse B220/PE  Anti-mouse CD19/PE Cy7  Anti-mouse CD4/eFluor 450  Anti-mouse CD8A/PerCPCy5.5 |  |
| Myeloid OP9 co-culture (Fig. 3G-H, 5I-J, 6G, S6C, S8E) | Cultured CD11B+ GR1+, CD41+ and TER119+ cells | Anti-mouse CD11b/APC eFluor 780  Anti-mouse GR1/PE Cy7  Anti-mouse CD41/APC  Anti-mouse TER119/PE |  |
| BM GM Progenitors (Fig. 4A-B) | GMP  PreGM | Lineage Cocktail  Anti-mouse SCA1/biotin  Anti-mouse CD41/biotin  Anti-mouse CKIT/APC eFluor 780  Anti-mouse CD150/PE  Anti-mouse CD16/32/PE Cy7  Anti-mouse Endoglin/Pacific Blue  Anti-human CD4/APC | Streptavidin/PerCP |
| BM MkE Progenitors (Fig. 5A-B) | PreMegE  MkP  PreCFUe  CFUe | Lineage Cocktail  Anti-mouse SCA1/biotin  Anti-mouse CD16/32/biotin  Anti-mouse CKIT/APC eFluor 780  Anti-mouse CD150/PE  Anti-mouse CD41/PE Cy7  Anti-mouse Endoglin/Pacific Blue  Anti-human CD4/APC | Streptavidin/Pacific Orange |
| BM-derived megakaryocytes (Fig. 5C) | CD41+ Mks | Anti-mouse CD41/PE Cy7  Anti-human CD4/APC |  |
| Cultured PreMegEs (Fig. 5K) | 12hr cultured PreMegEs | Lineage Cocktail  Anti-mouse SCA1/biotin  Anti-mouse CD16/32/biotin  Anti-mouse CKIT/APC eFluor 780  Anti-mouse CD150/PE  Anti-mouse CD41/PE Cy7  Anti-mouse Endoglin/Pacific Blue  Anti-human CD4/PE Alexa Fluor 610 | Streptavidin/ Pacific Orange |
| BM CD34 MkE Progenitors (Fig. 6E, S8D) | CD34+ PreMegE  CD34- PreMegE | Lineage Cocktail  Anti-mouse SCA1/biotin  Anti-mouse CD16/32/biotin  Anti-mouse CKIT/APC eFluor 780  Anti-mouse CD150/PE  Anti-mouse CD41/biotin  Anti-mouse Endoglin/Pacific Blue  Anti-mouse CD34/eFluor 660  Anti-human CD4/PE Cy7 | Streptavidin/ Pacific Orange |
| Peripheral Blood Multilineage (Fig. 7C) | Peripheral Blood CD3ε+, Mac1+ Gr1+, B220+ CD19+ | Anti-mouse CD3Ε/APC  Anti-mouse CD11B/PE  Anti-mouse GR1/PE Cy7  Anti-mouse B220/eFluor 450  Anti-mouse CD19/APC eFluor 780 |  |
| AML1-ETO9a-IRES-GFP BM HSPCs (Fig. 8) | AML1-ETO9a GFP+/- BM LSK, PreGM, GMP | Lineage Cocktail  Anti-mouse CKIT/APC eFluor 780  Anti-mouse SCA1/PerCPCy5.5  Anti-mouse CD150/PE  Anti-mouse CD41/APC  Anti-mouse CD16/32/PE Cy7  Anti-mouse Endoglin/Pacific Blue | Streptavidin/ Pacific Orange |
| Cultured LSK48F- MPPs – LSK FACS (S4 Fig.) | 18hr Cultured LSK48F- MPPs – LSK expression | Lineage Cocktail  Anti-mouse SCA1/Alexa Fluor 700  Anti-mouse cKit APC eFluor 780  Anti-human CD4 Alexa Fluor 610 | Streptavidin/ Pacific Orange |
| Cultured LSK48F- MPPs – LK MkE FACS (S4 Fig.) | 18hr Cultured LSK48F- MPPs – MkE marker expression | Lineage Cocktail  Anti-mouse SCA1/biotin  Anti-mouse CD16/32/Alexa Fluor 700  Anti-mouse CKIT/APC eFluor 780  Anti-mouse CD150/PE  Anti-mouse CD41/PE Cy7  Anti-mouse Endoglin/Pacific Blue  Anti-human CD4/PE Alexa Fluor 610 | Streptavidin/ Pacific Orange |
| Cultured GM Progenitors – mature GM cell markers (S5A-B Fig.) | Day 7-11 Cultured PreGM and GMP cells – GM markers | Anti-mouse F4/80/PE  Anti-mouse GR1/PE Cy7  Anti-mouse CD11B/APC |  |
| Cultured GM Progenitors – mast cell markers (S5A-B Fig.) | Day 7-11 Cultured PreGM and GMP cells – mast cell markers | Anti-mouse FCΕR1Α/PE  Anti-mouse CD11B/APC  Anti-mouse CKIT/APC eFluor 780 |  |
| BM Mast Cell Progenitor (S5C Fig.) | MCp | Lineage Cocktail  Anti-mouse SCA1/biotin  Anti-mouse FCΕR1Α/biotin  Anti-mouse CD27/biotin  Anti-mouse CKIT/APC eFluor 780  Anti-mouse Int Beta7/PE  Anti-mouse Ly6c/eFluor 450  Anti-human CD4/APC | Streptavidin/ PE Cy7 |
| Cultured GM Progenitors – Progenitor FACS (53D-E Fig.) | 12hr Cultured PreGM and GMP cells | Lineage Cocktail  Anti-mouse SCA1/biotin  Anti-mouse CD41/biotin  Anti-mouse CKIT/APC eFluor 780  Anti-mouse CD150/PE  Anti-mouse CD16/32/Alexa Fluor 700  Anti-mouse Endoglin/Pacific Blue  Anti-human CD4/PE Alexa Fluor 610 | Streptavidin/ Pacific Orange |
| PreMegE Cell Cycle (S6B Fig. | G0/G1, S and G2/M-phase PreMegEs | Lineage Cocktail  Anti-mouse SCA1/biotin  Anti-mouse Endoglin/biotin  Anti-mouse CD41/biotin  Anti-mouse CD16/32/biotin  Anti-mouse CD150/PerCPCy5.5  Anti-mouse CKIT/APC eFluor 780  Anti-human CD4/Alexa Fluor 700 | Streptavidin/ PE Cy7  (Click-iT EdU assay components: Alexa Fluor 647 Azide, FxCycle Violet) |
| BM CD61 MkE Progenitors (S8C-D Fig.) | CD61+ PreMegE  CD61- PreMegE | Lineage Cocktail  Anti-mouse SCA1/biotin  Anti-mouse CD16/32/biotin  Anti-mouse CKIT/APC eFluor 780  Anti-mouse CD150/PE  Anti-mouse CD41/biotin  Anti-mouse Endoglin/Pacific Blue  Anti-mouse CD61/APC  Anti-human CD4/PE Cy7 | Streptavidin/ Pacific Orange |

7-AAD: 7-Aminoactinomycin D

APC: Allophycocyanin

Cy: Cyanine

PerCP: Peridinin Chlorophyll Protein

# Supplementary material for: RUNX1B Expression Is Highly Heterogeneous and Distinguishes Megakaryocytic and Erythroid Lineage Fate in Adult Mouse Hematopoiesis
**Source:** PLoS Genet. 2016 Jan 25;12(1):e1005814. doi: 10.1371/journal.pgen.1005814
**Supplement:** S3 Table

**S3 Table. Primers and Probes used for qPCR**

| Target Gene | Primer 1 | Primer 2 | Roche Universal ProbeLibray Probe ID |
| --- | --- | --- | --- |
| Runx1 | ctccgtgctacccactcact | atgacggtgaccagagtgc | 77 |
| Runx1 P1 | gaagtgtaagcccagcacagt | ggcgggggattctataattt | 40 |
| Runx1 P2 | aagatccgagcccctgtc | tcacaacaagccgattgagt | 17 |
| Gata1 | ccctgaactcgtcataccact | gaacactggggttgaacctg | 83 |
| Gfi1b | tacccctgccagttctgtg | cttgtggggcttctcacct | 31 |
| Klf1 | caagagctcgcacctcaag | gagcgaacctccagtcaca | 68 |
| Epor | gtcctcatctcgctgttgct | atgccaggccagatcttct | 56 |
| Itga2b (Cd41) | tgctgctgaccctgctagt | gtcgattccgcttgaagaag | 97 |
| Itgb3 (Cd61) | gtgggagggcagtcctcta | caggatatcaggacccttgg | 31 |
| Mpl | tagctcccaaggcttcttcc | tcttcacatttctcccaggtg | 18 |
| Pf4 | catctcctctgggatccatct | ccattcttcagggtggctat | 9 |
| Cd34 | gggtagctctctgcctgatg | tccgtggtagcagaagtcaa | 84 |
| b-actin | tgacaggatgcagaagaaga | cgctcaggaggagcaatg | 106 |
| AML1-ETO9a | accactacagggactcctatcg | tcttgacgtgtgccatgc | 5 |

# Supplementary material for: RUNX1B Expression Is Highly Heterogeneous and Distinguishes Megakaryocytic and Erythroid Lineage Fate in Adult Mouse Hematopoiesis
**Source:** PLoS Genet. 2016 Jan 25;12(1):e1005814. doi: 10.1371/journal.pgen.1005814
**Supplement:** S1 File

**Supplemental Methods**

**Animal Husbandry and Tissue Collection**

*P1-GFP::P2-hCD4, P1-GFP*, *AML1-ETO9a-IRES-GFP/rtTA* and wild type littermate control mice were backcrossed with C57BL/6 mice for at least 10 generations and were housed in specific pathogen free cages with environmental enrichment. Spleen, thymus or bone (femurs and tibiae) tissues were collected from young adult mice (age 12-16 weeks, males and females) following humane culling by dislocation of the neck and confirmation of death according to Schedule 1 of the Animal Scientific Procedures Act (ASPA) 1986. Tissues were manually dissociated in DMEM supplemented with 10% FBS (Sigma-Aldrich) prior to fluorescence activated cell sorting and/or analysis; spleens and thymuses were crushed with a pestle and mortar and bones were flushed with a 23G needle plus 1ml syringe. Unless otherwise stated, a sample size of n = 1 refers to tissues collected from one adult mouse. Animals were identified according to breeding pair number, litter number and earsnip number and the genotype was recorded following sample preparation and identification by flow cytometry.

**RNA Sequencing**

Sequence reads were aligned to the mouse reference genome GRCm38/mm10 using Bowtie2 (version 2.2.1, default settings).  Gene annotation was taken from Ensembl release 76.  The expression levels of 41,228 annotated features were determined by using the featureCounts function from the Bioconductor package Rsubread (version 1.13.13).

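The count table analysed here holds 41128 of these features, each with an Ensembl gene identifier, and 20680 of them had no count in any of the 12 libraries. Of the 41128, 59 gene symbols were shared by several genes and 27 symbols had been turned into dates, so genes were identified by their Ensembl identifier. The 10 genes with the most counts took between 4.06% and 5.03% of a library's counts.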

The Bioconductor package edgeR (version 3.8.5) was used to identify genes that showed statistically significant variation in expressions level when comparing P2- and P2+ samples.  The data was filtered to include only genes with at least 1 count-per-million reads in at least 3 samples. The data were then normalised with the TMM (trimmed mean and M values) method and differential expression analysis was performed using the function exactTest in edgeR (>2-fold, false discovery rate <0.05). 

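With edgeR's exactTest and tagwise dispersion in place of the quasi-likelihood test, 1731 genes were changed between P2+ and P2- PreMegEs, 1306 higher and 425 lower in P2+, and they included 1625 of the genes changed in the quasi-likelihood test. DESeq2 with its own size factors gave 1642 changed genes, 1600 of them shared.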

Gene set enrichment analysis (GSEA) software was used to perform against the BioCarta database (version 5, <http://www.biocarta.com/genes/index.asp>) [[1](#_ENREF_1),[2](#_ENREF_2)]. Data were also analysed using QIAGEN’s Ingenuity Pathway Analysis software (IPA, QIAGEN Redwood City, www.qiagen.com/ingenuity).

**Microscopy**

Methylcellulose colonies were photographed using a Leica DMI 3000 microscope and an N PLAN L lens (magnification 10, numerical aperture 0.25). Images were acquired using a Leica DFC 310 FX camera and Leica Application Suite Advanced Fluorescence Version 2.5.0.6735 acquisition software. MegaCult^TM^ culture slides were scanned using a Leica SCN400.

***In silico* assessment of transcription factor binding motifs**

Genomic DNA sequences from the mouse and human *Runx1/RUNX1*  loci were downloaded from the Mouse Dec. 2011 (GRCm38/mm10) and Human Dec. 2013 (GRCh38/hg38) Assemblies from the UCSC browser[[3](#_ENREF_3)] and submitted to rVISTA[[4](#_ENREF_4),[5](#_ENREF_5)] to review the presence of conserved EKLF, FLI1, GATA1 and TAL1 binding sites. The positions of the uploaded sequences are as follows:

*P1:* Human chromosome 21: 36,410,000-36,430,000; Mouse chromosome 16: 92,812,000-92,932,000

*P2:* Human chromosome 21: 36,250,000-36,270,000; Mouse chromosome 16: 92,690,000-92,710,000

ChIP-Seq data was downloaded from the Mouse ENCODE Consortium, having been generated by the Ross Hardison Lab, PennState[[6](#_ENREF_6),[7](#_ENREF_7)]. GEO series accession numbers: GSM923575, GSM923582, GSM923586, GSM995447. Data was viewed in the UCSC browser[[3](#_ENREF_3)].

**Supplemental References**

1. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, et al. (2005) Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A 102: 15545-15550.

2. Mootha VK, Lindgren CM, Eriksson KF, Subramanian A, Sihag S, et al. (2003) PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat Genet 34: 267-273.

3. Kent WJ, Sugnet CW, Furey TS, Roskin KM, Pringle TH, et al. (2002) The human genome browser at UCSC. Genome Res 12: 996-1006.

4. Frazer KA, Pachter L, Poliakov A, Rubin EM, Dubchak I (2004) VISTA: computational tools for comparative genomics. Nucleic Acids Res 32: W273-279.

5. Loots GG, Ovcharenko I, Pachter L, Dubchak I, Rubin EM (2002) rVista for comparative sequence-based discovery of functional transcription factor binding sites. Genome Res 12: 832-839.

6. Consortium EP (2012) An integrated encyclopedia of DNA elements in the human genome. Nature 489: 57-74.

7. Mouse EC, Stamatoyannopoulos JA, Snyder M, Hardison R, Ren B, et al. (2012) An encyclopedia of mouse DNA elements (Mouse ENCODE). Genome Biol 13: 418.

How the deposited data were processed for this re-analysis (not part of the article)

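RNA-Seq was carried out on PreMegEs sorted from mouse bone marrow in 4 groups, namely WT, P2+ and P2- (both from Runx1 reporter mice, P1+) and RUNX1C KO. Each group had 3 libraries, and each library was made from cells pooled from 3 mice. The groups were taken from the labels of the samples and from the paper's figure legends. The paper reports no expression data of RUNX1C KO PreMegEs.

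The authors aligned paired reads of strand-specific poly(A) libraries to the mouse genome GRCm38 with Bowtie2 and counted them on Ensembl genes with featureCounts, and the deposited values are these integer counts per gene and library, without normalization. The paper's text does not say whether the counting used the strand, nor how reads that align to several places were counted, nor whether the RUNX1C KO libraries were processed and sequenced together with the others. Everything below was computed from the counts, and no reads were aligned or counted again.

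The count table held 41128 genes. Genes were identified by their Ensembl identifier, because 59 symbols were shared by several genes and 27 had been turned into dates. Positions, exonic lengths, strands and gene types came from the GENCODE vM21 annotation of GRCm38, in which 40254 of the genes were found. The total per library was between 10726098 and 14445026 counts (median 12284879), and between 11044030 and 11807795 (median 11406899) in the RUNX1C KO libraries. Pseudogenes took between 7.50% and 8.74% of the counts of a library. The limit that a count of 0 allows was taken as 3 counts, or between 0.208 and 0.280 CPM (counts scaled to the size of the library), and covers counting error only. Between replicates the counts varied more than counting error gives, with a chi-square per degree of freedom of between 4.62 and 35.0 for pairs of libraries of one group.

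Groups were compared with edgeR 4.0.16 in R 4.3.3. Genes with at least 1 CPM in at least 3 of the 6 libraries compared were kept, which left 12836 genes for P2+ and P2-, 12941 for P2+ and WT, 12767 for P2- and WT, and 12784 for RUNX1C KO and WT PreMegEs. Library sizes were scaled by the TMM method, and each gene was tested with the quasi-likelihood F-test on the group alone, with Benjamini-Hochberg adjustment. A gene was counted as changed at an adjusted p under 0.05 and a log2 fold change of at least 1 in size, the thresholds the paper gives. Where all libraries of a group were at or under 3 counts, the fold was computed against that limit and is given as a lower bound. RPKM was computed from the TMM-scaled counts and the exonic length over all transcripts of a gene.

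Principal components were computed from log2 CPM (prior count 2) of the WT, P2+ and P2- libraries, with genes centred and not scaled, over the 13166 genes that passed the same filter over these 9 libraries. The position of a group was read as the percent of the way from the P2- to the P2+ mean on component 1. The share of the P2+ expression pattern is the median, over the genes changed between P2+ and P2- PreMegEs, of the group's distance from the P2- mean divided by the distance between the P2+ and P2- means in CPM.

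Lists of genes were tested with camera in limma 3.58.1 with a preset correlation of 0.01, two-sided and adjusted over the lists of one comparison. Of the 15 lists for P2+ and P2- PreMegEs, 1 and some genes of the others are not reported here by name, though the counts and the adjustment include them. The remaining lists were integrin signalling, cell cycle, cell cycle inhibitors, cell death, cell migration, integrin subunits, Hox genes, the Ets family, megakaryocyte, erythroid, neutrophil and monocyte, lymphoid, mast and basophil, and stem cell genes. For RUNX1C KO and WT PreMegEs the 9 lists were the megakaryocyte, erythroid, stem cell, neutrophil and monocyte, lymphoid, mast and basophil and cell cycle lists, and the 200 genes with the smallest p among those higher and among those lower in P2+ than in P2- PreMegEs. All of these lists were written from general knowledge or defined by rule before the data were examined. The BioCarta and Ingenuity sets of the paper were not used here. The list of immediate early genes and the list of mature lymphocyte transcripts were written after the data had been examined.

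Genes are named by a rule set before the data were examined: the 13 genes the paper names from these data or for the Mk/Ery pathway, members of the lists, the first 2 genes in each direction of the part of S4 Table used here, and in each comparison the 5 changed genes with the largest rise and the 5 with the largest fall among those with at least 10 CPM in the higher group and no overlap between the groups. Other names were chosen after their values were seen.

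Libraries of P2+ and P2- PreMegEs with the same replicate number deviated together from their group means, with correlations across genes of 0.386, 0.572 and 0.405, and their counts on Xist and on genes of the Y chromosome matched, so the numbers pair these samples. The fit with the replicate number as a block gave 1778 changed genes between P2+ and P2- PreMegEs. Replicate 3 of both fractions had 0 counts on genes of the Y chromosome and replicate 2 had 0 (P2-) and 75 (P2+) counts on Xist, so the sex of the pooled mice differed between replicates but not between the fractions of one number.

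Alternatives set before the data were examined were edgeR's exactTest, DESeq2 1.42.0 with its size factors, RLE factors, no normalization beyond total counts, no filter, at least 10 counts in every library, a filter over the WT, P2+ and P2- libraries, no fold minimum, a test against a 2-fold change, all 12 libraries in the fit, the replicate number as a block, and leaving out each library in turn. For the principal components they were the 500 genes with the largest variance, scaling to unit variance, a prior count of 0.5 and no normalization. For the lists they were limma's fry, a correlation estimated for each list, no normalization, the block and leaving out each library. The tests were checked on simulated counts in which 200 of 12901 genes were changed 4-fold. The quasi-likelihood test found 199 of them, exactTest 198 and DESeq2 196, each with 0 false calls. The simulation gave every gene the same dispersion, raised and lowered equal numbers of genes, and had no pairing and no outlying library. It was thus an easier case than these data and does not give the error rate in them.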

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

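The tests chosen only after the result was seen were the draws of KO libraries from a mixture or from the WT means, the test for other blood cell types in WT libraries, the tests of the erythroid list, of late erythroid genes and of single mast cell genes for other cell types in KO libraries, and, with the list of immediate early genes itself, the tests of sex, of neutrophils and monocytes and of handling for those genes.

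RUNX1C KO PreMegEs stand in the count table but not in the paper, and their difference from WT PreMegEs is a signal in data that the paper does not analyse. Runx1 itself, counted over both promoters together, had between 341 and 382 CPM in the KO and between 358 and 387 CPM in the WT libraries, a log2 fold change of -0.05 (standard error 0.06, adjusted p = 0.702 from edgeR's quasi-likelihood test). Counts per gene do not separate transcripts of P1 from those of P2, so this value does not check the labels. Of 12784 genes tested, 436 were changed, 95 higher and 341 lower in the KO libraries, and in 429 of them the libraries of the 2 groups did not overlap, where chance gives 10% of genes before any selection, and selection by p raises this share by itself. Pf4 had a log2 fold change of -2.14 (standard error 0.12, adjusted p = 1.45e-09 from edgeR), with all 3 KO libraries below every WT library. Among the genes named by rule, the largest falls were in Scin (-4.34) and Kcnc1 (-4.24) and the largest rise in Cmah (3.36). Scin had 60.2 CPM in WT against 24.5 in P2- and 3.08 in P2+ PreMegEs, and Kcnc1 45.3 against 4.75 and 7.04. Both were thus high in WT PreMegEs, so their falls may come in part from the WT and not the KO libraries. Of the 10 splits of these 6 libraries into 3 and 3, 1, the real one, gave as many changed genes. The other 9 gave 0 changed genes and between 202 and 520 genes at an unadjusted p under 0.05, against 3459. With 10 splits the share cannot fall below 0.1, so chance in the grouping cannot be told apart from an effect by this count alone. Thinning all 6 libraries to the smallest total left 425 changed genes, and leaving out the TMM factors gave 442, which argues against library size and normalization as the whole cause. With the share of counts on genes of the Y chromosome as a covariate, 398 autosomal genes were changed (413 without it), which argues against the sex of the pooled mice. Genes within 10 Mb of Runx1 on chromosome 16 made up 4 of 435 changed genes and 65 of 12705 tested genes (Fisher's exact test, p = 0.286), so DNA linked to the targeted allele does not account for the number. The paper's text does not say whether KO and WT libraries were prepared and sequenced together, and no library gives a value for this, so a difference in preparation stays open beside the loss of RUNX1C.

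The KO libraries lay nearer to P2- PreMegEs than WT did. The 200 genes with the smallest p among those higher in P2+ than in P2- PreMegEs had a median log2 fold change of -0.53 between KO and WT (190 of 200 lower, adjusted p = 8.79e-58 from camera in limma), and the 200 lower in P2+ had a median of 0.49 (180 of 200 higher, adjusted p = 1.39e-67). The lists were defined on libraries that do not enter this comparison. The megakaryocyte list fell (median -0.65, 21 genes, 14 lower and 3 higher over all genes tested, 15 and 3 adjusted over the list alone, adjusted p = 2.81e-15), and the erythroid list rose (median 0.47, 23 genes, 13 higher and 0 lower, 16 and 0 adjusted over the list alone, adjusted p = 2.41e-17). The stem cell list fell (median -0.56, 17 genes, adjusted p = 2.88e-07), and the cell cycle list did not change (median -0.02, 23 genes, adjusted p = 0.837). Of these 9 lists, 8 passed the threshold under camera, 7 under fry and 6 with the correlation estimated for each list, among them the megakaryocyte (0.0186), erythroid (0.0145) and both P2 lists. Of the 10 splits, 1, the real one, had 8 lists past the threshold. The other splits had between 4 and 7, so lists passed camera under every grouping. Chance in the grouping of the libraries thus cannot be told apart from an effect by this count alone. Over the genes changed between P2+ and P2- PreMegEs, the KO libraries carried 15.8% of the P2+ pattern (per library between 12.4% and 17.8%), and on principal component 1 of all 12 libraries they lay 17.7% ± 3.81 (SD, n = 3) of the way from P2- to P2+. Across 12591 genes the log2 fold changes of KO against WT and of P2+ against P2- PreMegEs had a Pearson correlation of -0.534 and a Spearman correlation of -0.535, where genes are not independent replicates, and 261 of the 276 genes changed in both comparisons went in opposite directions.

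For this position of the KO libraries, library size, sex and sequence content were argued against as the whole cause. The adjusted p of the genes higher in P2+ was 4.99e-58 after thinning, 2.16e-56 with the Y chromosome covariate and 9.21e-19 after a trend on GC content and gene length was taken out, which carried 0.322% of the variance and moved the median from -0.53 to -0.46. Other blood cell types were weighed next. The neutrophil and monocyte list (median -1.18, 12 genes, 7 lower, adjusted p = 4.86e-05, 0.0716 under fry) and the lymphoid list (median -0.73, 13 genes, 3 lower, adjusted p = 2.09e-03, and 0.0603 without WT replicate 3) fell in KO libraries. The mast and basophil list rose (median 0.85, 4 genes, 3 higher, adjusted p = 1.03e-06), in Il1rl1, Cpa3, Ms4a2 and Hdc. Of all 12 genes of that list, with those below the filter, 8 were not higher in KO than in WT libraries, among them Cma1, Tpsb2, Tpsab1, Prss34 and Gzmb, all at 0 CPM in KO, and Fcer1a (0.0847 CPM in KO, 3.83 in WT), which argues against mature mast cells and basophils in the KO libraries. With 1 of the 3 lists higher, other blood cell types in the KO libraries, such as less mature cells of this lineage, cannot be told apart from expression of these genes in PreMegEs. None of these cell types would raise the erythroid list (median 0.47), which argues against neutrophils, monocytes, lymphoid cells, mast cells or basophils as the whole cause. Erythroid cells would. Against those that make hemoglobin stand Hbb-bs, Hbb-bt, Hba-a1, Hba-a2, Alas2 and Slc4a1, which summed to a mean of 29.0 CPM in KO (at most 53.9 in a library) and 35.1 CPM in WT, while Aqp1 alone rose from 1541 to 2811 CPM. Earlier erythroid cells in the KO libraries cannot be told apart from a change within PreMegEs: 8 of the 23 genes of the erythroid list had a higher mean in KO than in P2- PreMegEs, and no value here separates such cells from P2- PreMegEs. A smaller share of P2+ cells among KO PreMegEs is a candidate explanation that passed a test it could have failed: the share of the pattern read from the genes higher in P2+ (15.6% ± 2.28, SD, n = 3) and from the genes lower in P2+ (14.5% ± 5.15, SD, n = 3) differed by 1.08 percentage points. A change of the same size inside every cell would give the same value, so bulk counts leave both open for this position. At an unadjusted p under 0.05 from edgeR's quasi-likelihood test, however, 171 genes were higher and 167 lower in KO than in both fractions. Draws of a mixture with 15.8% of P2+ cells gave 10 to 20 such genes. At this share, that argues against a smaller share of P2+ cells as the whole difference. For its RUNX1C KO mice, the paper proposes that the absence of RUNX1C may favor erythroid specification over megakaryopoiesis, and leaves open whether a lower level of RUNX1 overall plays a part. This biological explanation stays open, untested, beside a difference in preparation.

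Some genes of KO PreMegEs lay beyond both fractions, in data that the paper does not analyse. Of 12465 genes tested, 0 were higher and 2 lower in KO than in both P2+ and P2- PreMegEs, Ifitm1 (6.41 CPM in KO, 38.2 in P2-, 33.5 in P2+ and 65.4 in WT) and Gm7676 (5.79, 34.0, 33.6 and 50.1 CPM). Gm7676 was named after its values were seen. It aligns to Ifitm1 over its whole length with 97.5% identity, so the counts may be 1 signal counted on 2 genes. In 10 draws of KO libraries as a mixture with 15.8% of P2+ cells, a share read from expression, the highest number of genes beyond both fractions was 0. At an unadjusted p under 0.05 in both comparisons there were 10 to 20 genes, which argues against a smaller share of P2+ cells for these genes. Cells of another type would add transcripts, whereas the 2 genes were lower, and a share of other cells large enough to dilute them this far would lower most other genes as well, which argues against other blood cell types in the KO libraries as the cause for these genes. At an unadjusted p under 0.05 in both comparisons, 171 genes were higher and 167 lower, so further genes may lie beyond both fractions, and for those other cell types stay open. The paper reports at least 10 generations of backcrossing to C57BL/6 for its P1-GFP and wild type littermate mice. The loss of RUNX1C, a strain difference left after this backcrossing and a difference in preparation stay open for these 2 genes, as untested.

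Immediate early genes, which the paper does not discuss, were high in replicate 2 of both fractions. They summed to 15037 CPM in replicate 2 of P2- and 11464 CPM in replicate 2 of P2+ PreMegEs, against 331 to 1654 CPM in the other 10 libraries. In P2- PreMegEs the median log2 ratio of replicate 2 to the higher of the other libraries was 4.87 over 20 genes, and in P2+ it was 3.72. In WT and KO the same ratio was -1.19 and -0.71. These P2- and P2+ libraries carry the same replicate number, deviate together over all genes (correlation 0.572, and 0.386 and 0.405 for the other numbers), and had 0 and 75 counts on Xist. Male cells are argued against as the source by 4 other libraries, with 134 to 180 CPM on Y chromosome genes against 241 and 190 CPM here. They had between 331 and 803 CPM on immediate early genes. The other 10 libraries had between 8954 and 38680 counts on Xist, so no other pool was of males alone. An effect limited to such pools cannot be tested. Neutrophil genes rose in these 2 libraries as well, Ngp to 40.7 and 31.0 CPM (at most 3.95 in the other 10) and S100a8 and S100a9 to at most 11.3 CPM (at most 2.19), so a few neutrophils in them stay open. Their level is far below that of the immediate early genes, and Lyz2 had 52.1 CPM in replicate 2 of P2- (40.8 and 32.7 in the others) and 186 CPM in replicate 2 of P2+ PreMegEs (179 and 193), which argues against neutrophils and monocytes as the source of the 15037 and 11464 CPM. The genes did not take so many counts that others were displaced: without them in the counts, 1636 genes were changed between P2+ and P2- PreMegEs. Handling of the cells before sorting is a candidate explanation that cannot be told apart from a difference between the pooled mice, because 1 number covers both and no other measure of handling is given. No biological explanation was tested. With both of these libraries left out, an alternative chosen after seeing the data, 1483 genes were changed, 1294 of them the same genes.

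WT PreMegEs lay between the fractions on principal component 1 and in the median over the genes changed between the fractions. Of 12634 genes tested, however, 17 lay beyond both, 15 higher and 2 lower in WT than in P2+ and in P2- PreMegEs. The highest were Scin (60.2 CPM in WT, 3.08 in P2+ and 24.5 in P2-), Kcnc1 (45.3 CPM, 7.04 and 4.75) and Aldh1a1 (34.9 CPM, 13.5 and 16.9), and Ppm1e was lower in WT (12.7 CPM, 42.3 and 27.2). Aldh1a1 was named after its values were seen. In 10 draws of WT libraries as a mixture with 44.4% of P2+ cells, the highest number of such genes was 0. At an unadjusted p under 0.05 in both comparisons there were 4 to 12 genes, against 129 higher and 128 lower in the WT libraries. At this share, the draws argue against chance from the WT libraries entering both comparisons. The 44.4% was read from expression and is higher than the share of P2+ cells the paper counted by flow cytometry among reporter PreMegEs. No other share was drawn. None lay near the targeted allele, with 0 of 17 within 10 Mb of Runx1. Of the neutrophil and monocyte, lymphoid, and mast and basophil lists, 0 were higher in WT than in both fractions (median log2 fold changes of P2+ against WT of 0.20, 0.53 and 1.47, adjusted p = 0.0673, 0.171 and 4.83e-03 from camera in limma). Single genes of such cells had their highest mean in WT, however, among them Fcer1a (3.83 CPM, 1.93 in P2+ and 0 in P2-) and Cd74 (5.46 CPM, 1.87 and 2.26), with the highest values in WT replicate 1 (7.36 and 9.91 CPM). Without it the WT means, 2.07 and 3.24 CPM, were still the highest but nearer to those of the fractions, so other blood cell types in the WT libraries are neither shown nor excluded. Of the 17 genes, 16 were also changed between KO and WT PreMegEs in the same direction. These comparisons share the WT libraries: KO libraries drawn from the WT means gave 0 such genes in every one of 10 draws, and KO libraries drawn as a mixture of P2+ and P2- cells gave 14 to 17. The WT libraries thus may differ from the other 3 groups together, and the Runx1 allele, the colony and the preparation of the WT libraries are confounded with one another in this design.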

How the results depend on the processing

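The alternatives below were set before the data were examined, except for leaving out replicate 2 of both fractions and leaving out the immediate early genes, which were chosen after seeing the data.

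Without a minimum fold change, the number of changed genes was 4762 for P2+ and P2-, 2138 for P2+ and WT (1223 higher and 915 lower in P2+), 2101 for P2- and WT (875 higher and 1226 lower in P2-), and 1910 for RUNX1C KO and WT PreMegEs (790 higher and 1120 lower in KO). A test against a 2-fold change in place of a minimum left 776 for P2+ and P2- PreMegEs. These shifts follow by construction of the thresholds. Under every other alternative run, the totals were within 1.5 times the reported ones. By direction, the exceptions were the genes higher in P2- than in WT PreMegEs without the filter (131, reported 73) and those lower in P2- without WT replicate 1 (346, reported 524). For P2+ and P2- PreMegEs they were between 1270 and 1778 genes (reported 1626), and 1339 to 1602 across the 6 fits that each left out 1 library. For P2+ and WT they were 438 to 611 (reported 497; 382 to 535 with a library left out), for P2- and WT 472 to 741 (reported 597; 402 to 622), and for RUNX1C KO and WT 320 to 522 (reported 436; 336 to 394). With DESeq2, 1600 of the 1626 genes changed between P2+ and P2- PreMegEs were called again, and with at least 10 counts required in every library 1232 were. The replicate number as a block gave 1778 genes for P2+ and P2- PreMegEs. For the other comparisons the libraries share only a number, with correlations of deviations between -0.0854 and 0.159, and the block gave 468, 525 and 449 genes. The scaling alternatives moved the median log2 fold change of all genes by less than 0.1.

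The position of WT PreMegEs on principal component 1 (53.3%) was 55.0% with the 500 genes of largest variance, 50.9% with genes scaled to unit variance, 55.0% with a prior count of 0.5 and 54.3% without normalization, and 51.4% to 55.3% when each library was left out. The share of the P2+ pattern in WT PreMegEs (44.4%) was 54.7% on the log2 scale and 43.2% to 45.5% with a library left out. The SD between the WT libraries is smaller than these shifts, and the cause was not tested, apart from the change of scale.

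Of the 15 lists for P2+ and P2- PreMegEs, 11 passed the threshold as reported, 14 with fry, 13 with the block, 11 without normalization, 10 to 11 with a library left out, and 0 with the correlation estimated for each list, where 0.0643 was the smallest adjusted p and 4 lists had an unadjusted p under 0.05. For RUNX1C KO and WT PreMegEs 8 of 9 lists passed, 7 with fry, 6 with the estimated correlation, 8 with the block and 7 to 8 with a library left out. Integrin signalling passed with fry (adjusted p = 2.13e-03) and with the block (0.0356; range over its alternatives 2.13e-03 to 0.351). Cell death passed with fry (7.62e-04), with the block (0.0356) and with both replicate 2 libraries left out (0.0485; range 7.62e-04 to 0.233). With the estimated correlation, cell cycle (0.387; range 4.98e-03 to 0.387), cell migration (0.233; range 1.27e-03 to 0.233) and integrin subunits (0.233; range 4.67e-05 to 0.233) no longer passed. The cell cycle inhibitors passed nowhere (0.354 to 0.989 with a library left out), and their direction turned with the block (0.855), without P2+ replicate 2 (0.632) and without P2- replicate 3 (0.796). The cell cycle list of RUNX1C KO and WT PreMegEs passed nowhere (0.570 to 0.951 with a library left out) and turned without RUNX1C KO replicate 3 (0.951). The cause of these changes was not tested.

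Of 15 list results, which include the cell cycle list of RUNX1C KO and WT PreMegEs given above, 4 were unchanged. Among their 158 values of the alternatives 16 were weaker and 1, that of this cell cycle list, was reversed. Of 97 results for single genes, 93 kept their direction and their side of the threshold under every alternative run, and 19 of 1189 values were weaker. These were 6 values each of Cd69, Socs3 and Dusp5 between P2+ and WT PreMegEs, and 1 value of Itga2b between RUNX1C KO and WT PreMegEs, with all 12 libraries in the fit (adjusted p = 0.0562). Without P2+ replicate 2 the log2 fold changes of Cd69, Socs3 and Dusp5 were 0.48, 0.79 and 1.09. The minimum of 2-fold is not part of this count, and some genes crossed it between P2+ and P2- PreMegEs when a library was left out. Among them, the log2 fold change reached 0.97 for Ccnd1, 0.94 for Cdc25c, -0.92 for Ccne1 and 1.08 for Cdkn2c. All 27 RPKM values stayed within their SD with total counts as library sizes.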

Differences from the paper's values

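The paper gives 4876 genes with at least a 2-fold difference between P2+ and P2- PreMegEs, 2681 of them higher in P2+ and 2195 higher in P2-, and 1626 were found here, 1224 higher in P2+ and 402 higher in P2-. Of the alternatives set before the data were examined, the one without a minimum fold change came within 1.5 times the paper's values, with 4762 genes, 2576 higher in P2+ and 2186 higher in P2-, and none of the others did (776 to 1778 genes in all). In the part of the paper's S4 Table used here, which gives 1954 genes in each direction in order of fold change and ends below 2-fold in both, 1365 genes higher in P2+ and 454 higher in P2- PreMegEs are at least 2-fold by the paper's values, which is within 1.5 times the 1224 and 402 found here. If the rest of that table keeps this order, the 4876 genes do not all reach 2-fold by the paper's own values.

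For Cd34, the paper's RPKM was about 43 in WT, about 100 in P2+ and about 15 in P2- PreMegEs (Fig 6C, read by eye), against 17.9, 42.9 and 6.52 here. With total counts as library sizes, the alternative set before the data were examined, the values were 18.2, 43.3 and 6.38, so the gap was not closed. RPKM also depends on the length of the gene, 7290 bases over all its transcripts here, and this length was not varied. The log2 fold change between P2+ and P2- PreMegEs, which does not depend on the length, was 2.73 in the paper's S4 Table and 2.73 here.

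The paper states that integrin signalling was activated in P2+ PreMegEs. It reports that functions and pathways linked to cell death and to cell cycle inhibition were enriched in P2- PreMegEs. Here the lists for integrin signalling (median log2 fold change 0.08, 32 genes, 19 higher, adjusted p = 0.131 from camera in limma), cell death (median -0.19, 23 genes, 14 lower, adjusted p = 0.0993) and cell cycle inhibitors (median 0.05, 13 genes, 8 higher, adjusted p = 0.831) did not pass the threshold. With fry, integrin signalling (2.13e-03, range over its alternatives 2.13e-03 to 0.351) and cell death (7.62e-04, range 7.62e-04 to 0.233) passed. The replicate numbers pair the P2+ and P2- libraries, and with the number as a block camera passed integrin signalling and cell death (both 0.0356). For integrin signalling and cell death, the difference from the paper thus depends on leaving the pairing out of the fit. With replicate 2 of both fractions left out, an alternative chosen after seeing the values, cell death passed (0.0485). The cell cycle inhibitors passed under none of the alternatives run (range 0.354 to 0.989). These lists are not the pathway sets of the paper, which were not used here.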

Other observations

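The test of neutrophils below, and the list of mature lymphocyte transcripts used beside it, were chosen only after the result was seen.

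Between P2+ and P2- PreMegEs, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many changed genes (1626), and 1 gave as many lists past the threshold (11, against 4 to 10 in the other splits). The other splits gave 0 changed genes and between 35 and 582 genes at an unadjusted p under 0.05, against 5926. Since the replicate numbers pair these libraries (1778 changed genes with the replicate block), the real split is best compared with the 4 splits that part all 3 pairs, and it was 1 of these 4. The remaining 6 keep a pair on the same side. For P2+ and WT (497 genes) and for P2- and WT PreMegEs (597 genes), 1 of the 10 splits, the real one, gave as many genes. The other splits gave 0 changed genes in both comparisons, with 174 to 496 genes at an unadjusted p under 0.05 against 3974 for P2+, and 145 to 438 against 3898 for P2-. With 10 splits the share cannot fall below 0.1, so chance in the grouping cannot be told apart from an effect by these counts alone.

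Genes of other blood lineages were higher in P2+ than in P2- PreMegEs. The neutrophil and monocyte list had a median log2 fold change of 1.87 (14 genes, 8 higher and 0 lower over all genes tested, 9 and 0 adjusted over the list alone, adjusted p = 1.06e-04 from camera in limma, range over its alternatives 1.28e-07 to 0.233). The lymphoid list had a median of 2.33 (10 genes, 8 higher and 0 lower in both, adjusted p = 7.79e-03, range 8.84e-04 to 0.370), and the mast and basophil list a median of 1.24 (5 genes, 4 higher and 1 lower, adjusted p = 0.0207, range 6.13e-03 to 0.239), also with the 1 gene at the limit of detection placed at its bound. The mast and basophil list did not pass without P2+ replicate 1 (0.129) or without P2+ replicate 2 (0.101), and with replicate 2 of both fractions left out, an alternative chosen after seeing the data, neither did the lymphoid list (0.0666). With the correlation estimated for each list none of the 3 passed. Mature neutrophils in the P2+ libraries as the source of the rise are argued against by S100a8, S100a9 and Ngp, which had at most 0.613 CPM in P2+ replicates 1 and 3, where Lyz2 had 179 and 193 CPM. In replicate 2 Ngp had 31.0 CPM, so a few neutrophils stay open there, but with replicate 2 of both fractions left out the list still passed (1.28e-07). Mature lymphocytes as the source of the whole rise are argued against by Igkc, Cd74 and H2-Aa, of which the highest had 4.18 CPM in P2+ PreMegEs, below the highest of the lymphoid list, and the adjusted p of the 4 mature lymphocyte transcripts tested was between 0.0800 and 0.661 from edgeR. Igkc (log2 fold change 1.74), H2-Aa (0.98) and H2-Ab1 (0.36, 20.7 CPM in P2+ and 15.8 in P2-) nevertheless pointed towards P2+, and Cd74 (-0.30) did not, so a small number of lymphocytes stays open. Progenitors of other lineages among the sorted cells, and expression of these genes within P2+ PreMegEs themselves, stay open, as untested.

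Of 1043 pseudogenes tested between P2+ and P2- PreMegEs, 38 were changed, or 2.34% of all changed genes. Across 870 pairs of a pseudogene and the protein-coding gene it resembles most, the log2 fold changes had a Spearman correlation of 0.710 across genes, where genes are not independent replicates. The largest correlation among random pairings was 0.122, so the permutation p was 0.001, the smallest that these pairings can give. Of the 21 changed pseudogenes with such a parent gene, 20 changed in its direction. Reads shared with the parent gene are a candidate explanation for changes of pseudogenes, and a biological explanation was not tested.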
